# PVT1 is a stress-responsive lncRNA that drives ovarian cancer metastasis and chemoresistance

**DOI:** 10.26508/lsa.202201370

**Published:** 2022-07-12

**Authors:** Kevin Tabury, Mehri Monavarian, Eduardo Listik, Abigail K Shelton, Alex Seok Choi, Roel Quintens, Rebecca C Arend, Nadine Hempel, C Ryan Miller, Balázs Györrfy, Karthikeyan Mythreye

## Abstract

Metastatic growth of ovarian cancer cells into the peritoneal cavity requires adaptation to various cellular stress factors to facilitate cell survival and growth. Here, we demonstrate the role of PVT1, one such stress induced long non-coding RNA, in ovarian cancer growth and metastasis. PVT1 is an amplified and overexpressed lncRNA in ovarian cancer with strong predictive value for survival and response to targeted therapeutics. We find that expression of PVT1 is regulated by tumor cells in response to cellular stress, particularly loss of cell–cell contacts and changes in matrix rigidity occurring in a YAP1-dependent manner. Induction of PVT1 promotes tumor cell survival, growth, and migration. Conversely, reducing PVT1 levels robustly abrogates metastatic behavior and tumor cell dissemination in cell lines and syngeneic transplantation models in vivo. We find that reducing PVT1 causes widespread changes in the transcriptome leading to alterations in cellular stress response and metabolic pathways including doxorubicin metabolism, which impacts chemosensitivity. Together, these findings implicate PVT1 as a promising therapeutic target to suppress metastasis and chemoresistance in ovarian cancer.

## Abstract (precis)

PVT1 is a YAP1 dependent stress responsive lncRNA that promotes ovarian cancer metastasis and chemoresistance, making PVT1 a promising therapeutic target.

## Introduction

A feature of successful metastasis is the ability of cancer cells to adapt and survive under cellular stress. Mechanisms to do so include increased genomic instability, transcriptional and epigenetic changes, and acquisition of mutations (Hanahan & Weinberg, 2011). Such changes are coupled with signaling pathways and gene expression alterations that facilitate cancer cell survival and thereby tumor progression. Cellular stressors impacting most cancers include changes in oxygen tension (hypoxia), changes in ECM composition and matrix rigidity, alterations in cell–cell contacts and changes in anchorage-independent survival capabilities, oxidative, and metabolic stress as well as therapeutic treatments. Thus, defining stress dependent alterations is critical to our understanding of metastatic mechanisms.

Ovarian cancer is the fifth leading cause of cancer deaths with the highest mortality among all gynecological cancers (Siegel et al, 2020). Yet, the full etiology and pathophysiology continues to be delineated (Reid et al, 2017). Epithelial ovarian cancer is the most common type of ovarian cancer and is classified into different subtypes (high-grade serous carcinoma [HGS], low-grade serous carcinoma, mucinous carcinoma, endometroid carcinoma, and clear cell carcinoma) (Lheureux et al, 2019) that are marked by different genome amplification and genetic instability (Karnezis et al, 2017). All subtypes are exposed to cellular stressors during metastasis that involve the ovaries, the omentum, and the peritoneum. The metastatic peritoneal spread involves cell-ECM detachment, loss of cell–cell contacts, epithelial–mesenchymal transition (EMT) and shedding of cells from the tumor, followed by anchorage independent survival, re-attachment to new locations and re-establishment of cell–cell contacts (Kumari et al, 2021). Primary tumors in the fallopian tube and ovaries and secondary peritoneal growths in the abdominal cavity can also be hypoxic (Klemba et al, 2020), potentially further driving metastasis and chemoresistance in a feed forward manner (Rankin et al, 2016; Klemba et al, 2020). In addition, several prior studies have reported changes to cellular stiffness during metastasis in ovarian cancer (Swaminathan et al, 2011; Xu et al, 2012). Similarly, changes to the ECM and thereby matrix rigidity can also directly impact EMT responses and metastasis (McKenzie et al, 2018).

The Human Genome Project launched the era of non-coding RNAs (ncRNAs) (Lander, 2011). In these ncRNAs, small ncRNAs (<200 nucleotides) such as microRNAs, small interference RNAs and PIWI-interacting RNAs have been intensively investigated for many years (Rupaimoole & Slack, 2017; Ozata et al, 2019). However, long ncRNAs (lncRNAs) (>200 nucleotides) and the contexts of their significance are still poorly understood. In ovarian cancer, several lncRNAs including *MALAT1*, *HOTAIR*, and *H19* are pivotal players in response to cellular stressors particularly genotoxic stress, metabolic stress and hypoxia and are also associated with tumorigenesis, metastasis and chemoresistance (Oncul et al, 2019). *PVT1* is one such lncRNA located on chr8q24.21 that is expressed at low levels in normal tissues but is also designated as an oncogene because of its amplification/up-regulation status in multiple cancers (Guan et al, 2007; Tseng et al, 2014) acting as a potential competing endogenous RNA for miRNAs (Li et al, 2017; Wang et al, 2019). PVT1 has complex roles in cancers including ovarian. On one hand it has been reported to suppress cell growth (Liu et al, 2015), whereas in others it has been reported to promote growth (Yi et al, 2020). Given the significant genetic instability of ovarian cancers and the ability of lncRNAs to impact metastasis through multiple mechanisms (Salamini-Montemurri et al, 2020), a first step to precisely defining lncRNA expression outcomes is to delineate and establish contexts that regulate lncRNA expression and activity.

Here, we investigate in detail the contexts and mechanism of lncRNA PVT1 expression and metastatic activities particularly in response to various stress factors in ovarian cancer. Our findings uncover PVT1 as a YAP1 dependent stress-responsive lncRNA, which can be altered transiently to drive metastasis and chemoresistance. We also discover a novel contribution of PVT1 in the regulation of doxorubicin resistance in this process.

## Results

### Clinical significance of PVT1 in ovarian cancer

To evaluate in detail PVT1 expression and amplification in broad cancer types, we evaluated The Cancer Genome Atlas (TCGA) datasets using cBioportal (Cerami et al, 2012; Gao et al, 2013). Analysis of somatic focal copy number gain events identified by GISTIC (v2.0) for serous ovarian cancers identified chromosome loci 8q24.21 as exhibiting the highest copy number gains (Fig 1A). Notably, MYC is located on 8q24.21 (Fig 1B). PVT1 was most significantly co-expressed with MYC, (Fig 1C and D—Pearson factor of 0.70 [*P* = 3.11 × 10^−46^]). Among all cancers within the TCGA Firehose Legacy studies, serous ovarian cancer exhibited the highest frequency of alterations in PVT1 (43%) (Fig 1E and Table 1). Because serous ovarian cancers are marked by genome amplification (The Cancer Genome Atlas Research Network et al, 2011), we evaluated the effect of PVT1 amplification on PVT1 expression, by comparing PVT1 amplification versus expression and found that amplification and expression were highly correlated in ovarian cancer patients (Pearson factor of 0.46 *P* = 4.27 × 10^−17^, Fig 1F). Hence, to evaluate the clinical significance of PVT1 expression changes alone, we conducted Kaplan–Meier survival analysis using KM plotter (Gyorffy et al, 2012) in TCGA datasets that included all ovarian cancer patients with a best cutoff analysis (Nagy et al, 2018). Log-rank statistics were used to calculate the *P*-value and Hazard Ratio (HR). We found that patients with higher PVT1 expression had shorter overall survival (Fig 1G) and significantly shorter progression-free survival (PFS) (Fig 1H). Effects of PVT1 expression on PFS were also grade (Fig S1A) and stage dependent (Fig 1I) with an increased HR for Grade 2 (HR: 2.753, *P* = 0.0256) (Fig S1A) and cancer Stage 4 (HR = 2.374, *P* = 0.007) (Fig 1I). Kaplan-Meier analysis also suggests that patients with high PVT1 expression may benefit from targeted therapy (HR: 0.3344, *P* = 0.033) compared with other treatment strategies such as chemotherapy (Fig 1J). This suggests that PVT1 has predictive value for survival and may play an important role in ovarian cancer and treatment outcomes.

**Figure 1.**
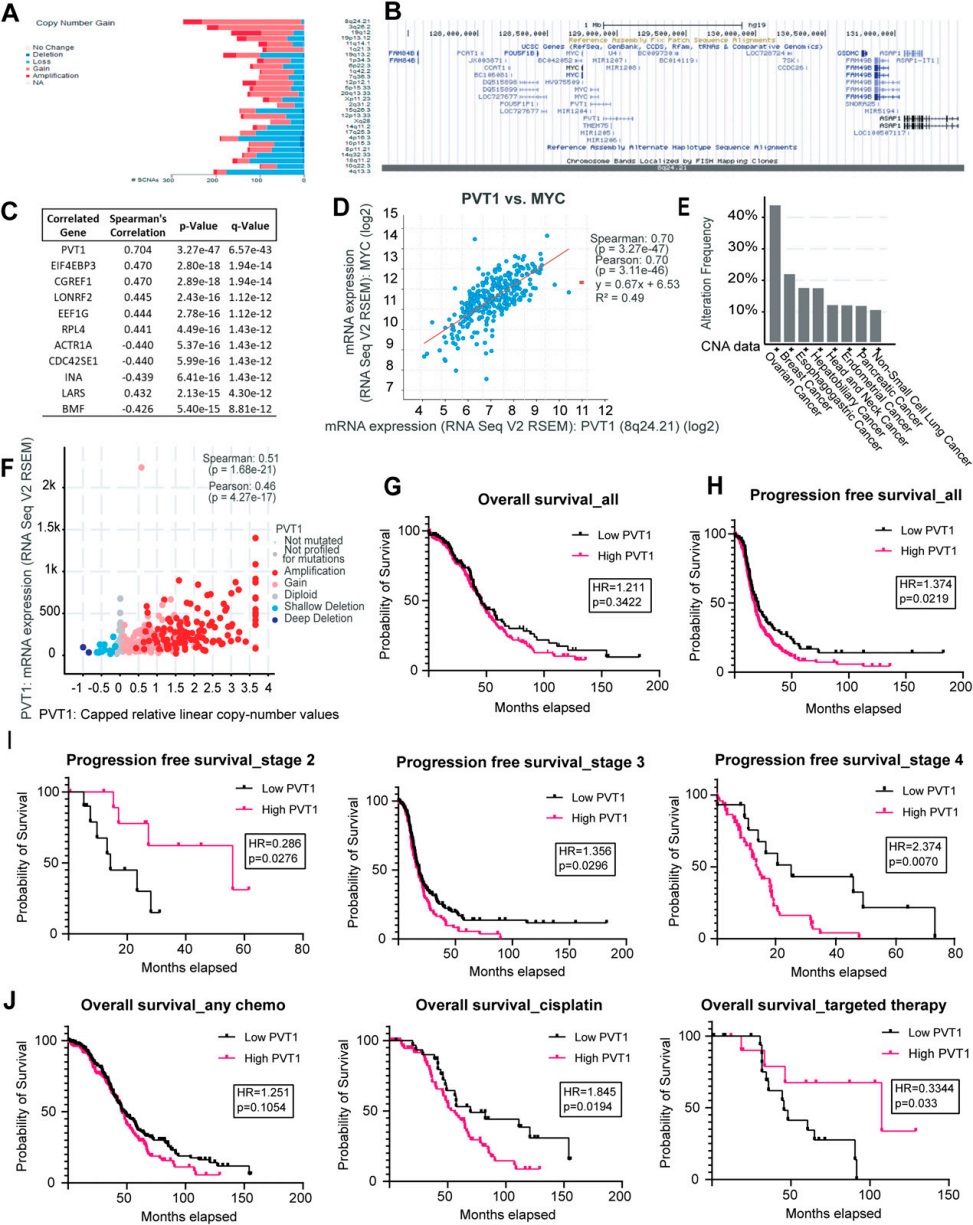
PVT1 is amplified in ovarian cancer and impacts patient outcomes. **(A)** PVT1 Chromosomal loci copy number gain in ovarian cancer patients from TCGA. **(B)** Genomic view of chromosome loci 8q24.21. **(C)** Top 10 correlated genes with MYC (Spearman’s correlation). **(D)** MYC versus PVT1 RNA co-expression in the TCGA ovarian cancer patient datasets (Pearson factor of 0.70 - *P* = 3.11 × 10^−46^). **(E)** PVT1 copy number alterations in cancers (top 8). **(F)** PVT1 RNA expression versus copy number alteration (Pearson factor of 0.46 - *P* = 4.27 × 10^−17^). **(G)** Kaplan–Meier analysis for overall survival (log-rank statistics) for ovarian cancer from TCGA. **(H)** Kaplan–Meier analysis for progression free survival (log-rank statistics) for ovarian cancer from TCGA. **(I)** Kaplan–Meier analysis for progression free survival by stage (log-rank statistics) for ovarian cancer from TCGA. **(J)** Kaplan–Meier analysis for overall survival by treatment (log-rank statistics) for ovarian cancer from TCGA (most patients with targeted therapy received bevacizumab).

**Table 1.** Copy number alteration distribution from Fig 1E.

Cancer type	Alteration frequency	Alteration type	Alteration count
Ovarian Cancer	0.345423143	Homozygous deletion	2
Ovarian Cancer	43.00518135	Amplification	249
Breast Cancer	0.186046512	Homozygous deletion	2
Breast Cancer	21.30232558	Amplification	229
Esophagogastric Cancer	0.32	Homozygous deletion	2
Esophagogastric Cancer	16.8	Amplification	105
Hepatobiliary Cancer	0.24691358	Homozygous deletion	1
Hepatobiliary Cancer	16.79012346	Amplification	68
Head and Neck Cancer	0.383141762	Homozygous deletion	2
Head and Neck Cancer	11.30268199	Amplification	59
Endometrial Cancer	0.168067227	Homozygous deletion	1
Endometrial Cancer	11.42857143	Amplification	68
Pancreatic Cancer	11.41304348	Amplification	21
Non-Small Cell Lung Cancer	10.12782694	Amplification	103

**Figure S1.**
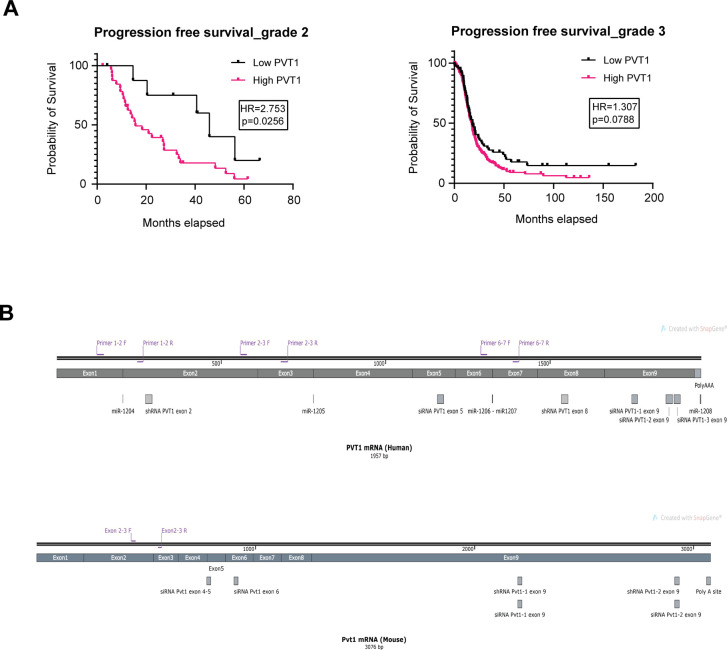
Progression free survival per grade as well as PVT1 human and mouse sequences. **(A)** Kaplan–Meier analysis for progression free survival of grades 2 and 3 (log-rank statistics) for ovarian cancer from TCGA. **(B)** Schematic of PVT1 primer sets and PVT1 shRNAs for human and mouse PVT1 sequence.

### PVT1 expression levels are altered in response to cell density changes

Given the significant amplification of *PVT1* in ovarian cancer and the apparent clinical impact of increased expression of PVT1 (Fig 1), we examined the effect of stressors, which may pertain to the metastatic trajectory of ovarian cancers and by altering PVT1 expression in different cell lines. We first evaluated PVT1 expression at baseline using primers spanning PVT1 transcript isoforms containing–exon 1–2, exon 2–3, and exon 6–7 (Fig S1B) in a panel of human ovarian cancer (OVCA) cells lines, normal immortalized fallopian tube epithelial cells (p211) and surface epithelial cells (IOSE80) (Fig 2A). Whereas the detectable RNA levels varied between the cell lines, SK-OV3 cells exhibited the most robust levels of detectable PVT1 across all three exons of PVT1 (Fig 2A) consistent with prior reports of high PVT1 levels in this cell line (Sun et al, 2018; Yang et al, 2018; Yi et al, 2020). Using SK-OV3s, we next subjected the cells to a panel of pertinent ovarian cancer stressors including hypoxia, growth under anchorage independence and changes in cell density. We find that exposure to acute hypoxia (0.2%) for 24 h led to increased PVT1 RNA levels with reproducible and significant changes across exon 6–7 (Fig 2B *P* = 0.0069) in SK-OV3 cells. Similarly, growing cells under anchorage independence led to fluctuations in levels of PVT1 as compared with growth under attached conditions, but this comparison did not reach statistical significance (Fig 2C) in SK-OV3 cells. In contrast to the modest changes observed in response to the above-described stressors, we found reproducible and significant changes in PVT1 RNA levels upon changes in cell density (Fig 2D). Specifically, switching cells between high- and low-density growth revealed marked and significant differences in PVT1 RNA levels, with increases across all exons seen in low density conditions (Fig 2D *P* < 0.0001). Cell–cell contact, or absence thereof (low density) was confirmed by phase contrast microscopy and actin staining by immunofluorescence (Figs 2D and S2A). The effect of changing cell density on PVT1 levels was recapitulated in other cell lines as well, including human high grade serous OV90 cells across one exon (Fig S2B) and across exons 2–3 in the mouse ID8 cell line both in the presence and absence of Trp53 (ID8 Trp53*−/−*), the most commonly altered gene in OVCA (Fig 2E and F) (*P* = 0.0112 and 0.0044, respectively).

**Figure 2.**
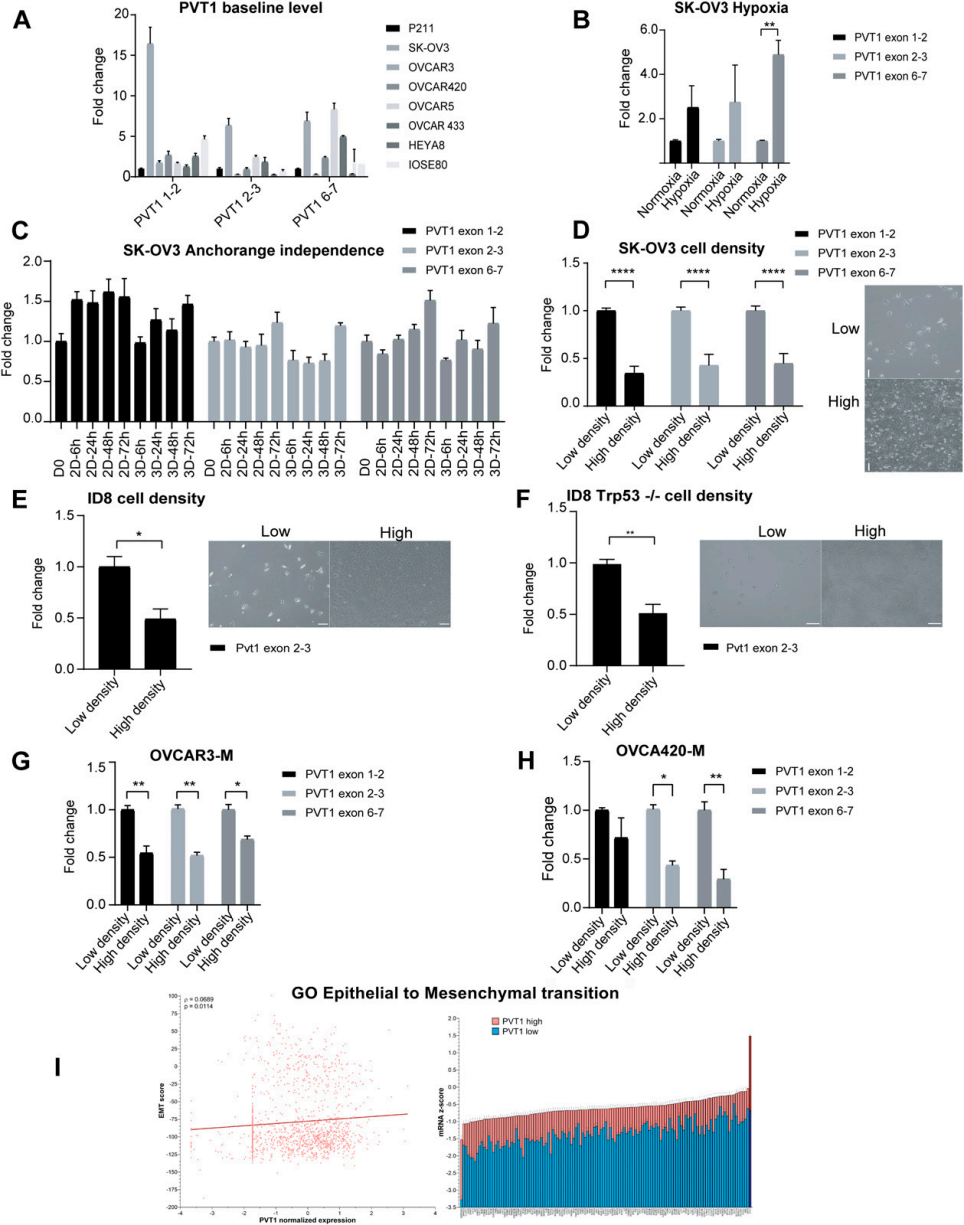
PVT1 levels are altered in response to changes in cell density. **(A)** RT-qPCR analysis of PVT1 levels at baseline in a panel of human ovarian cancer and ovarian surface epithelial cell lines normalized to non-oncogenic fallopian tube epithelial cell line p211 (N = 2). **(B)** RT-qPCR analysis of PVT1 levels in indicated cells grown under hypoxia (0.2% Oxygen) normalized to the respective levels in normoxia conditions (two-way ANOVA-Sidak multiple comparisons test: n = 3; exon 1–2, *P* = 0.3760; exon 2–3, *P* = 0.4203; exon 6–7, *P* = 0.0069; N = 3). **(C)** RT-qPCR analysis of PVT1 RNA expression under anchorage independence (N = 2) normalized to D0 (day 0 levels). **(D)** RT-qPCR analysis of PVT1 RNA at different cell densities (inset figures) in SK-OV3 cells normalized to the low density levels (two-way ANOVA-Sidak multiple comparisons test: exon 1–2, *P* < 0.0001; exon 2–3, *P* < 0.0001; exon 6–7, *P* < 0.0001; N = 6). **(E, F)** RT-qPCR analysis of Pvt1 RNA at different cell densities (inset figures) in indicated cells normalized to the low density levels (E) ID8 cells (unpaired two-tailed *t* test: exon 2–3, *P* = 0.0112; N = 3) (F) ID8 Trp53−/− cells (unpaired two-tailed *t* test: –exon 2–3, *P* = 0.0044; N = 3). **(G, H)** RT-qPCR analysis of PVT1 RNA in either low or high density of indicated post epithelial–mesenchymal transition cells after treatment with TGF-β for 96 h in (G) OVCAR3-M (two-way ANOVA-Sidak multiple comparisons test: exon 1–2, *P* = 0.002; exon 2–3, *P* = 0.0013; exon 6–7, *P* = 0.0134; N = 2) and (H) OVCA420-M (two-way ANOVA-Sidak’s multiple comparisons test: –exon 2–3, *P* = 0.0229; exon 6–7, *P* = 0.0086; N = 2). **(I)** Correlation analysis of PVT1 RNA with gene ontology of epithelial to mesenchymal transition (z-score: value indicates the number of standard deviations away from the mean of mRNA expression in all the profiled samples). Error bars are indicated as SEM. Scale bar = 100 μm. *P*-values are reported as ≥ 0.05 (ns), 0.01–0.05 (*), 0.001–0.01 (**), 0.0001–0.001 (***), and < 0.0001 (****). Source data are available for this figure.

**Figure S2.**
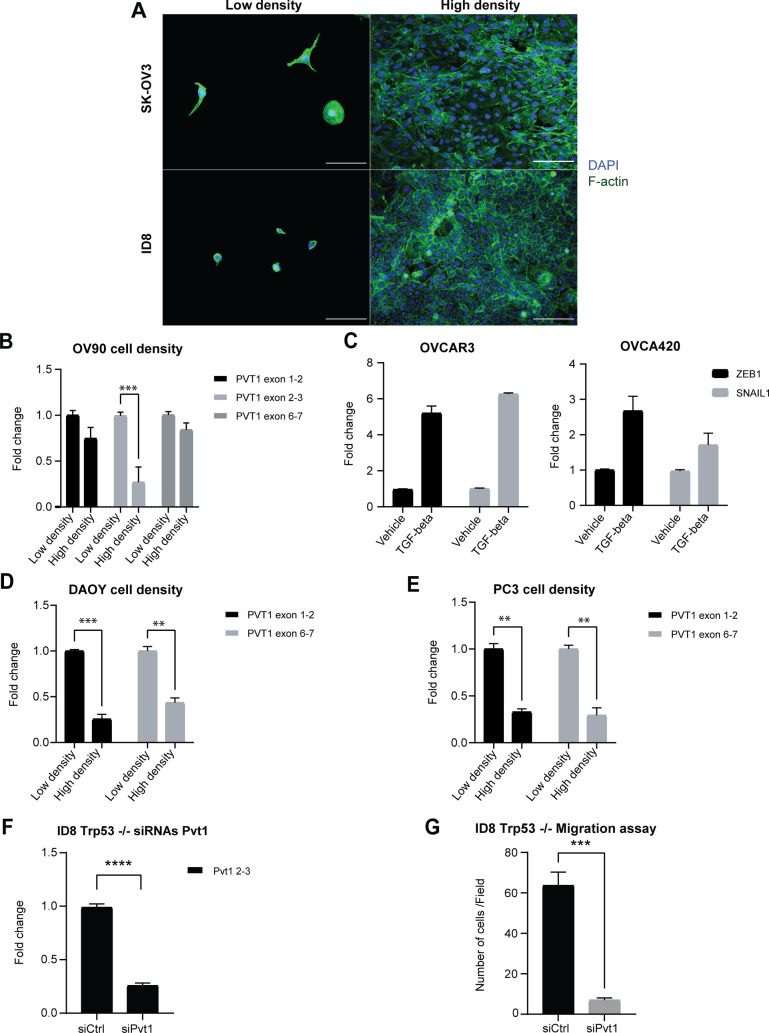
Cell-cell contact verification and ID8 Trp53 migration assay. **(A)** Cell–cell contact staining with F-actin for low and high density SK-OV3 and ID8 cells–scale bar: 100 μm. **(B)** RT-qPCR analysis of PVT1 RNA at different densities in OV90 cells (two-way ANOVA-Sidak’s multiple comparisons test: exon 2–3, *P* = 0.0005; N = 3) normalized to low density levels. **(C)** RT-qPCR analysis of indicated genes in OVCAR3 and OVCA420 cells after treatment with 200 pM TGF-β1 for 96 h normalized to vehicle control cells. **(D)** RT-qPCR analysis of PVT1 RNA at different cell densities in DAOY cells normalized to the low density levels (two-way ANOVA-Sidak multiple comparisons test: exon 1–2, *P* = 0.0006; exon 6–7, *P* = 0.0018; N = 2). **(E)** RT-qPCR analysis of PVT1 RNA at different cell densities in PC3 cells normalized to the low density levels (two-way ANOVA-Sidak multiple comparisons test: exon 1–2, *P* = 0.0021; exon 6–7, *P* = 0.0017; N = 2). **(F)** RT-qPCR of Pvt1 in siPvt1 or siCtrl mouse cells (ID8 Trp53−/−) (unpaired two-tailed *t* test: *P* < 0.0001) normalized to levels in siCtrl cells. **(G)** Transwell migration analysis of siRNA Pvt1 or siCtrl ID8 Trp53−/− cells after 6 h of migration (unpaired two-tailed *t* test: *P* = 0.0001; N = 3). Source data are available for this figure.

However, in a subset of ovarian cancer cell lines including OVCAR3 and OVCA420, cell density alterations failed to induce changes in PVT1 expression (data not shown). We speculated that several serous ovarian cancer cell lines grow in clusters in the presence of cell–cell contacts, unlike SK-OV3 cells which exhibit mesenchymal morphology and growth patterns (Yi et al, 2015). To test if PVT1 changes in response to cell density were a feature of mesenchymal cells, we induced EMT in epithelial ovarian cancer OVCAR3 and OVCA420 cells with TGFβ-1. EMT was confirmed by increases in ZEB1 and SNAIL1 expression (Fig S2C). Post EMT mesenchymal cells indicated as OVCAR3-M and OVCA420-M, were then subjected to either high density or low-density growth conditions followed by evaluation of PVT1 levels. We find that PVT1 levels across all exons were increased under low density in both OVCAR3-M and OVCA420-M cells (Fig 2G and H) (OVCAR3: exon 1–2 *P* = 0.002; exon 2–3 *P* = 0.0013; exon 6–7 *P* = 0.0134; OVCA420: exon 2–3 *P* = 0.0229; exon 6–7 *P* = 0.0086), mimicking the cell density response in SK-OV3 and ID8 cells (Fig 2D–F). We further expanded the cell density assay to DAOY (human medulloblastoma) and PC3 (human prostate cancer) cell lines and found an increase in PVT1 levels under low density (Fig S2D and E) in these non ovarian cell line models as well. These data indicate that isogenic mesenchymal cells are particularly sensitive to cell density associated PVT1 changes as compared with their epithelial counterparts. To next evaluate if PVT1 levels correlate with a mesenchymal gene signature in ovarian cancer patients we examined a panel of EMT genes and PVT1 in the ovarian cancer TCGA data. We find a positive correlation between PVT1 and EMT associated genes (Fig 2I) suggesting a strong correlation between post EMT regulation of PVT1 in ovarian cancer.

### PVT1 is depended on YAP1 in ovarian cancer

Cell density changes can lead to alterations in the cell cycle and concomitant changes to the Hippo pathway, a key modulator of cell survival in response to cellular stressors and a key negative regulator of YAP1 in various models (Piccolo et al, 2014; Dobrokhotov et al, 2018; Kim et al, 2019). Based on the cell density associated changes in PVT1 levels, we first evaluated if SK-OV3 cells under high density retain active Hippo signaling, as measured by nuclear YAP1 localization (Dobrokhotov et al, 2018; Kim et al, 2019). We found nuclear accumulation of YAP1 in cells plated under low density, with significant exclusion under high density (Fig 3A and B *P* < 0.0001). In addition, YAP1 target genes including CTGF and CYR61 were significantly up-regulated (CYR61 *P* < 0.0001; CTGF *P* = 0.0084) under low density compared with high density growth indicative of YAP1 function and activity under low density (Fig 3C).

**Figure 3.**
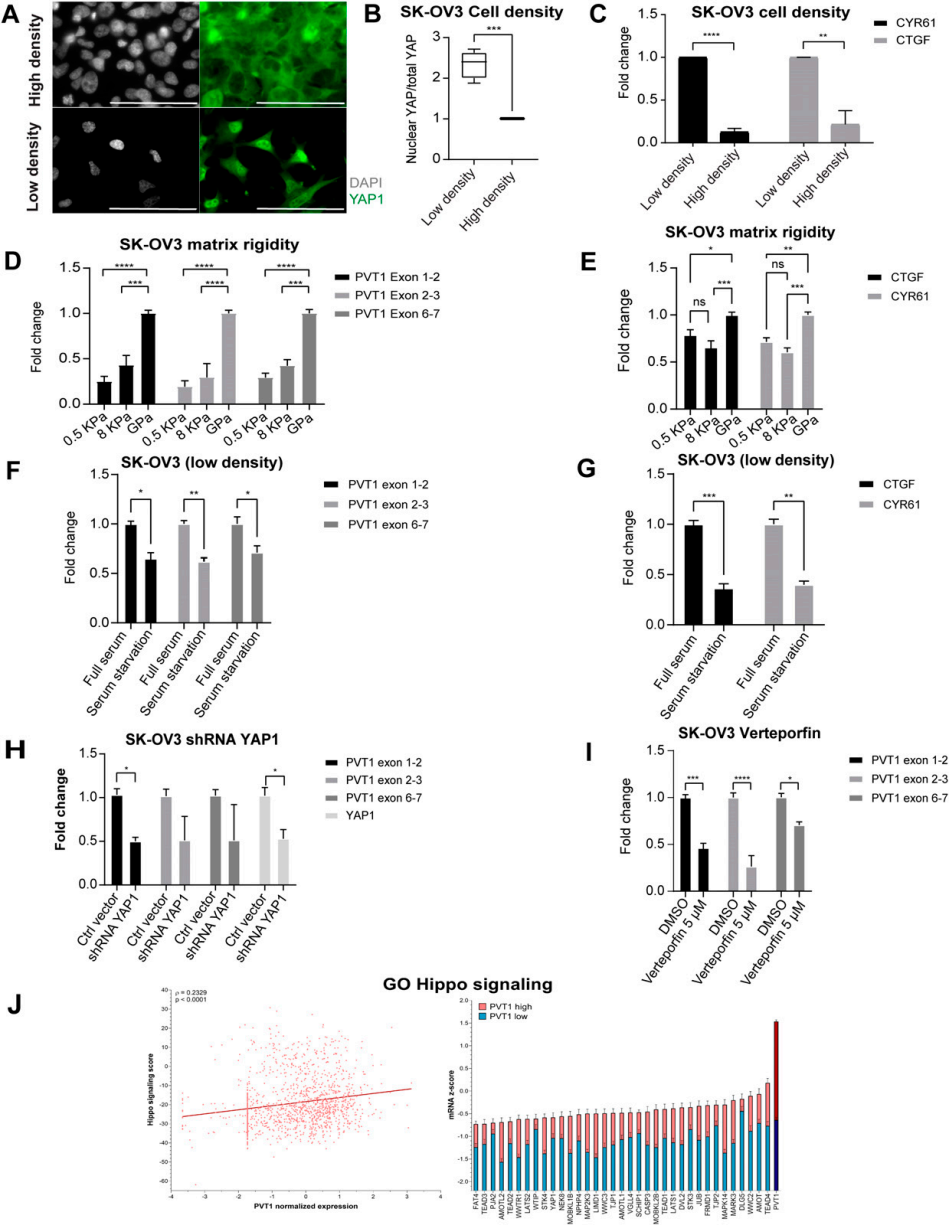
PVT1 is regulated by YAP1. **(A)** Immunofluorescence of YAP1 under low and high density seeding in SK-OV3 cells (scale bar = 100 μm). **(B)** Quantification of the ratio of nuclear YAP to total YAP measured as an average intensity of total YAP in the nucleus/total YAP in the cell (unpaired two-tailed *t* test: number of cells = minimum 70 cells per biological trial, *P* = 0.0005; N = 3). **(C)** RT-qPCR of CTGF and CYR61 mRNA expression of cells grown in indicated cell densities normalized to levels in low density (unpaired two-tailed *t* test: CYR61, *P* < 0.0001; CTGF, *P* = 0.0084; N = 3). **(D, E)** RT-qPCR of (D) PVT1 or (E) indicated genes in cells grown under different matrix rigidity conditions normalized to levels of normal plastic plates (GPa) (two-way ANOVA-Tukey multiple testing; N = 3). **(F)** RT-qPCR of PVT1 RNA from cells grown at low density and under either full serum or serum starvation as indicated, normalized to levels under full serum (two-way ANOVA-Sidak’s multiple testing; –N = 2; exon 1–2, *P* = 0.0102; exon 2–3, *P* = 0.0068; exon 6–7, *P* = 0.0251). **(G)** RT-qPCR of indicated YAP1 target genes (CTGF and CYR61) of cells grown at low density and under either full serum or serum starvation as indicated, normalized to levels under full serum (two-way ANOVA-Sidak multiple testing: *CTGF*, *P* = 0.0009; *CYR61*, *P* = 0.0011; N = 2). **(H)** RT-qPCR of PVT1 RNA in shRNA YAP1 or Ctrl vector cells normalized to levels in Ctrl vector cells (two-way ANOVA-Sidak multiple testing: exon 1–2, *P* = 0.0199; YAP1, *P* = 0.0258; N = 2). **(I)** RT-qPCR of PVT1 RNA expression in cells treated with 5 μM of Verteporfin or DMSO control normalized to levels in DMSO-treated cells (two-way ANOVA-Sidak multiple testing: exon 1–2, *P* < 0.0001; exon 2–3, *P* = 0.0002; exon 6–7, *P* = 0.0153; N = 3). **(J)** Correlation analysis of PVT1 expression with gene ontology of Hippo signaling pathway (z-score: value indicates the number of standard deviations away from the mean of mRNA expression in all profiled samples). Error bars are indicated as SEM. *P*-values are reported as ≥ 0.05 (ns), 0.01–0.05 (*), 0.001–0.01 (**), 0.0001–0.001 (***), and < 0.0001 (****). Source data are available for this figure.

To mechanistically extend the correlative observations of PVT1 RNA changes with YAP1 localization under low density, we tested if changing matrix rigidity would impact PVT1 RNA levels independent of the cell density associated changes. We first used fibronectin conjugated polyacrylamide hydrogels with an elastic modulus of 0.5 kPa (soft), 8 kPa (stiff), and normal plastic plates (in the order of GPa). We find that increasing matrix rigidity leads to increased PVT1 RNA levels (Fig 3D, 0.5 versus 8 kPa: exon 1–2 *P* = 0.2523; exon 2–3 *P* = 0.6295; exon 6–7 *P* = 0.4684; 0.5 kPa versus 8 GPa: exon 1–2 *P* < 0.0001; exon 2–3 *P* < 0.0001; exon 6–7 *P* < 0.0001; 8 kPa versus GPa: exon 1–2 *P* = 0.0002; exon 2–3 *P* < 0.0001; exon 6–7 *P* = 0.0002). To confirm the direct correlation between YAP1 activity and substrate rigidity, CYR61 and CTGF mRNA expression was monitored and was found to be up-regulated with increasing matrix rigidity (Fig 3E). Serum is a known inhibitor of the Hippo pathway (Yu et al, 2012) and leads to increased YAP1 activity. To next test if depleting serum from low density cells when Hippo signaling is low and PVT1 is elevated, would lower PVT1 expression, we serum starved low density population of cells and evaluated PVT1 levels. We find that serum starved low density cells, further reduced their levels of PVT1 (Fig 3F) and at the same time also reduced YAP1 activity as indicated by the decrease of CYR61 and CTGF mRNA expression (Fig 3G). These data point to regulation of PVT1 co-incidentally with, or dependent on YAP1 activity.

To directly test if PVT1 expression depended on YAP1 levels, we used shRNAs’ to lower YAP1 levels (Fig 3H) or inhibited the YAP1-TEAD association using the small molecule inhibitor verteporfin (Fig 3I) (Liu-Chittenden et al, 2012). We find that specific reduction of YAP1 or the use of verteporfin significantly reduced PVT1 levels compared with control cells (Fig 3H and I). Based on this apparent dependency of PVT1 expression on YAP1 function, we next evaluated the clinical relevance of the PVT1-YAP1 relationship. We found a strong correlation between an inactive Hippo gene signature (where *YAP1* target gene signatures are expressed), and PVT1 expression in TCGA ovarian cancer datasets (Fig 3J). Together, these observations indicate a YAP1 dependency of PVT1 expression with functional correlations in ovarian cancer patients.

### PVT1 confers survival and pro-metastatic advantages to OVCA cells in vitro and in vivo

To test the effects of altering PVT1 levels on tumor cell behavior in vitro, we first used shRNAs (Fig 4A and B) to reduce PVT1 levels in both human SK-OV3 cells and mouse ID8 Trp53−/− cells. We found that lowering PVT1 resulted in reduced proliferation (MTT assay - *P* < 0.0001), migration potential of the tumor cells (transwell migration assay–*P* = 0.003) and clonogenic survival (*P* = 0.0088) in SK-OV3 (Fig 4C–E). Similar results were obtained upon reducing PVT1 levels in mouse ID8 Trp53−/− cells with shRNA, leading to significant reduction of proliferation (MTT assay—*P* < 0.0001), as well as migration potential (transwell migration assay–*P* = 0.0163) (Fig 4F and G). These observations were complemented with siRNAs targeting exon 4–5, exon 6, and 2 different sequences of exon 9 in mouse ID8 Trp53−/− cells (Fig S2F and G). Conversely, to evaluate the effect of increasing PVT1 expression, human *PVT1* was cloned into a pcDNA3.1(+) vector and expressed in SK-OV3 cells. Exogenous PVT1 expression was evaluated by RT-qPCR and FISH (Fig 4H and I). We found that overexpressing PVT1 resulted in increased proliferation (Fig 4Ji–*P* < 0.0001), increased migration (Fig 4Jii–*P* = 0.0007) and colony formation in a long term clonogenicity assay (Fig 4Jiii–*P* < 0.0001). These data suggest that although mouse and human PVT1 sequences vary between species (Noviello et al, 2018), both have likely conserved functions (Zampetaki et al, 2018) and promote tumorigenic behavior of cell lines.

**Figure 4.**
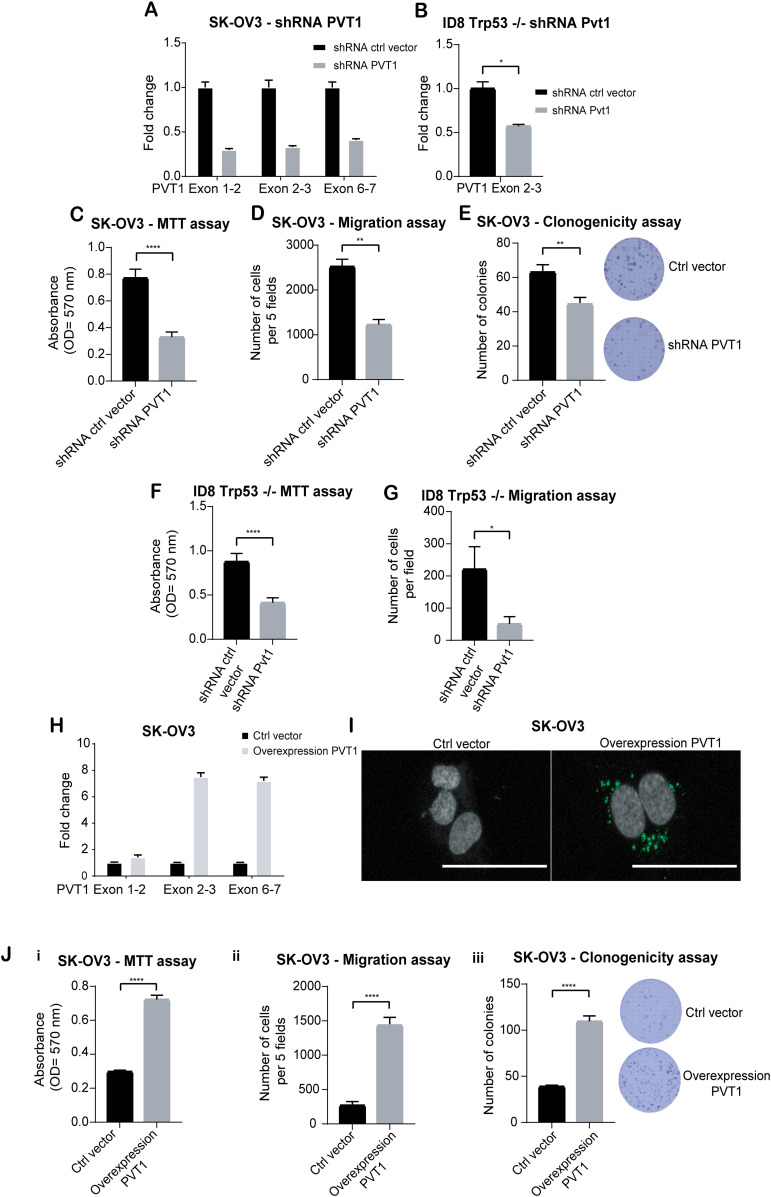
PVT1 confers increased migration, and survival advantages to OVCA cells. **(A, B)** RT-qPCR of PVT1 in shPVT1 or shCtrl human SK-OV3 and mouse cells (ID8 Trp53−/−) (unpaired two-tailed *t* test: *P* = 0.0328) normalized to levels in shCtrl cells. **(C)** Absorbance values after completion of an MTT assay after 72 h of growth of shRNA PVT1 or shCtrl SK-OV3 cells (unpaired two-tailed *t* test: *P* < 0.0001; N = 12). **(D)** Transwell migration analysis of shRNA PVT1 or shCtrl SK-OV3 cells after 6 h of migration (unpaired two-tailed *t* test: *P* = 0.003; N = 3). **(E)** Numbers of colonies counted from a clonogenicity assay using shRNA PVT1 or shCtrl cells after 10 d (unpaired two-tailed *t* test: *P* = 0.0088; N = 6). **(F)** Absorbance values after completion of a MTT assay after 72 h using shRNA Pvt1 or shCtrl in mouse ID8 Trp53−/− cells (unpaired two-tailed *t* test: *P* < 0.0001; N = 12). **(G)** Transwell migration analysis of shRNA PVT1 or shCtrl mouse ID8 Trp53−/− cells after 6 h of migration (unpaired two-tailed *t* test: *P* = 0.0163; N = 3). **(H)** RT-qPCR of PVT1 in SK-OV3 cells expressing exogenous pcDNA3.1-PVT1 (overexpression PVT1) or ctl vector normalized to levels in control cells. **(I)** RNA-FISH images of cells expressing pcDNA 3.1 - PVT1 exogenously (overexpression PVT1) or ctl vector in SK-OV3 cells - scale bar 100 μm. **(J) (i)** Absorbance values after completion of a MTT assay after 72 h in indicated cells using PVT1 exogenously (overexpression PVT1) or ctl vector in SK-OV3 cells (Unpaired two-tailed *t* test: *P* < 0.0001; N = 12). **(ii)** Transwell migration analysis after 6 h of migration (unpaired two-tailed *t* test: *P* = 0.0007; N = 3) or **(iii)** Numbers of colonies counted from a clonogenicity assay in indicated cells (unpaired two-tailed *t* test: *P* < 0.0001; N = 6). *P*-values are reported as ≥0.05 (ns), 0.01–0.05 (*), 0.001–0.01 (**), 0.0001–0.001 (***), and < 0.0001 (****). Source data are available for this figure.

Peritoneal growth and metastasis involves changes in cell–cell and cell-ECM contacts and survival of single cells that can attach to peritoneal organs (Cai et al, 2015; Kumari et al, 2021). We therefore tested if reducing PVT1 levels altered intraperitoneal tumor growth. We reduced Pvt1 expression in ID8 Trp53*−/−* cells with shRNAs targeting Pvt1 (shPvt1 targeting two sequences of exon 9) or non-targeting control (shctrl) (Fig 5Ai) and injected 5 × 10^6^ viable cells within 96 h of Pvt1 knockdown into the peritoneal cavity of C57BL/6J mice (n = 12). Half the mice (n = 6) were euthanized after 4 wk to capture earlier effects of Pvt1 expression differences (mid-point of tumor growth as determined from pilot studies) and the remaining six mice were euthanized at 8 wk when they were moribund (Fig 5B). At the 4-wk time point, we found that mice receiving control cells had already developed small omental and intraperitoneal lesions with observable tumor growth (Fig 5Aii and iii) compared with mice receiving shPvt1 cells (Fig 5A, black arrows). Omental weights were also measurably higher in mice receiving shctrl cells (Fig 5Aiv). The reduction in peritoneal lesions persisted over time, as shPvt1 cells had visibly (Fig 5Bi and ii) and measurably reduced overall tumor burden at 8 wk (Fig 5Biii, n = 6 for each group with one shctrl receiving mouse moribund after 8 wk). Assessment of the omentum, ovary, and peritoneal wall, all primary target tissues of metastatic ovarian cancer, revealed that cells expressing Pvt1 (shctrl) had seeded the peritoneum efficiently and invaded into the omental tissue (Fig 5Bi and ii). In contrast, lowering Pvt1 in shPvt1 cells led to significantly lower amounts of ascites fluid (Fig 5Biv *P* < 0.0001) and abdominal girth (Fig 5Bv *P* < 0.0001). These striking differences indicate that reducing Pvt1 leads to significantly less intraperitoneal tumor burden and demonstrates the critical role of PVT1 in ovarian cancer growth in vivo.

**Figure 5.**
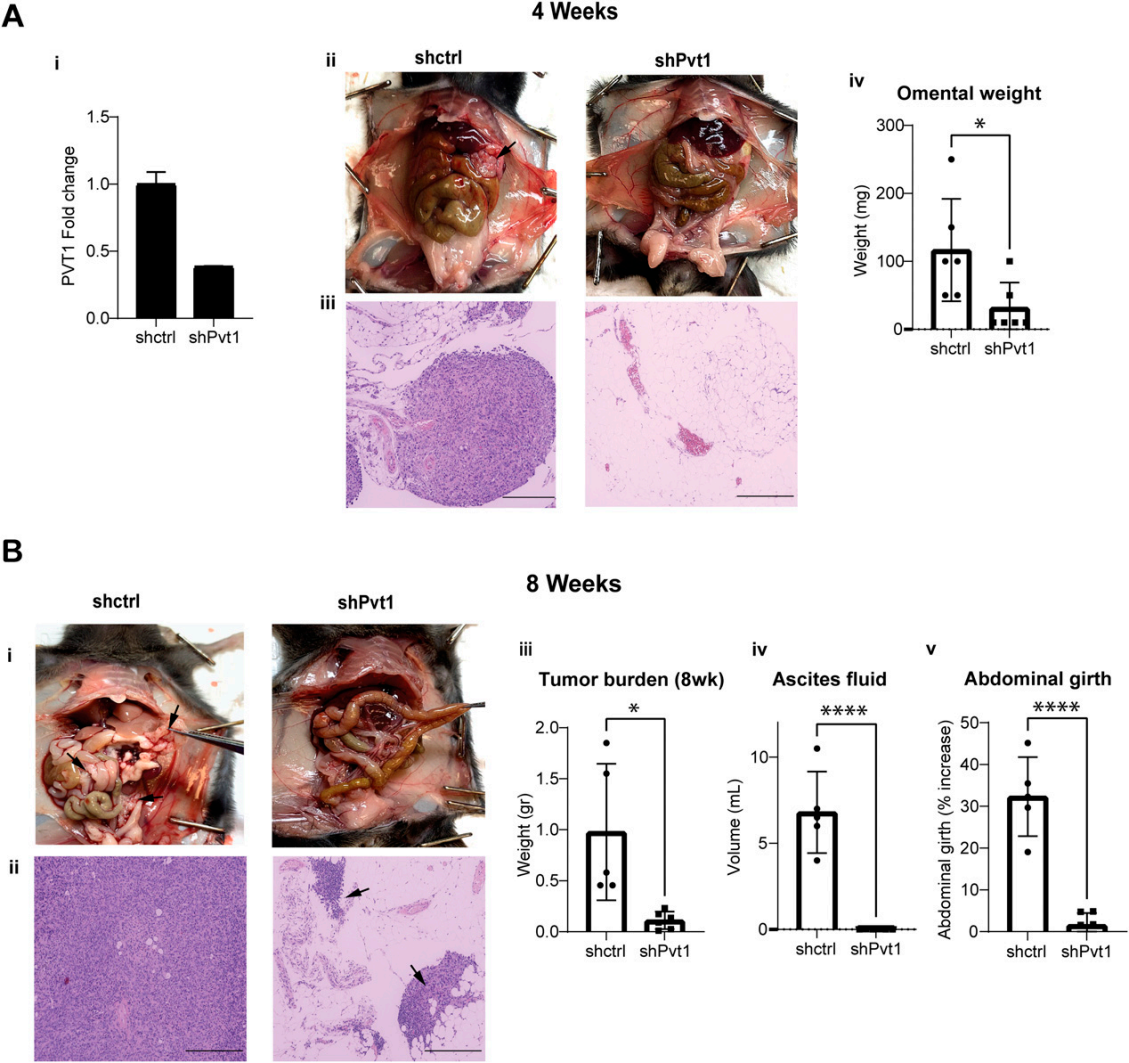
Pvt1 promotes intraperitoneal tumor growth and metastasis in ovarian cancer. **(A) (i)** RT-qPCR of Pvt1 in shPvt1 or shCtrl mouse ID8 Trp53−/− cells normalized to levels in shctrl cells (N = 1). **(ii)** Representative mouse peritoneal images (above) and **(iii)** H&E-stained omental tissue sections after 4 wk following intraperitoneal injection of 5 × 10^6^ shPvt1 or shCtrl mouse ID8 Trp53−/− cells. Black arrow in ii points to omental tumor/s. Scale bar = 275 μm. (N = 6 per group). **(iv)** Weight in grams of the omental tissue at 4 wk (unpaired two-tailed *t* test: *P* = 0.0325; N = 6). **(B) (i)** Representative mouse peritoneal images (above) and **(ii)** H&E-stained omental tissue sections after 8 wk after intraperitoneal injection of 5 × 10^6^ shPvt1 or shCtrl mouse ID8 Trp53−/− cells. **(iii)** Weight in grams of the total tumor burden after 8 wk (Unpaired two-tailed *t* test: *P* = 0.0113; N = 6). **(iv)** Volume in mL of ascites fluid collected from mice after 8 wk (unpaired two-tailed *t* test: *P* < 0.0001; N = 6). **(v)** Percent increase in abdominal girth of mice measured from day 40 to day 60. (unpaired two-tailed *t* test: *P* < 0.0001; N = 5 for shCtrl and n = 6 for shPvt1). Source data are available for this figure.

### PVT1 impacts global gene expression and regulates sensitivity to doxorubicin

Because PVT1 is a lncRNA with likely broad range effects, we evaluated the impact of PVT1 on global gene expression by performing RNA sequencing in human SK-OV3 cells upon silencing PVT1 using siRNAs (siPVT1). 

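RNA was collected from SK-OV3 cells, a human ovarian cancer cell line, 48 h after transfection with 50 nM siRNA, and 3 libraries were sequenced for siPVT1 and 3 for siControl, a non-targeting pool. The authors prepared mRNA libraries, sequenced single-end reads, aligned them with STAR to the GENCODE transcriptome of GRCh38 and counted them with Salmon. The values they deposited are estimated counts per gene symbol, given as whole numbers without normalization and with all genes kept. The total count was 31668597, 28383171 and 32324829 in siControl replicates 1, 2 and 3 (median 31668597) and 29564562, 29736725 and 35059576 in siPVT1 replicates 1, 2 and 3 (median 29736725). The 10 most abundant genes took between 6.88% and 8.32% of the counts of a library. Replicates of a group differed by more than the sampling noise, so each library was counted as 1 sample. The chi-square per degree of freedom over genes was 1.79 to 6.20 between siControl libraries and 9.45 to 50.5 between siPVT1 libraries. The sample titles and the RNA-sequencing methods do not say whether the libraries of a group came from separate transfections. If they did not, the p-values describe only the spread between libraries of the same transfection. From these counts, the groups were compared with edgeR's quasi-likelihood test after TMM normalization, in the 19008 genes with at least 5 normalized counts in at least 3 libraries. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper, were counted as differentially expressed. The paper used DESeq2, and its sentence on filtering low counts was read here as the 5-count minimum. Salmon divides reads between near-identical transcripts by estimation, and the paper's text does not name the strand setting, so counts of close paralogs and of overlapping genes are uncertain.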

We found that 450 protein coding genes were differentially expressed between control (Ctrl vector) and siPVT1 cells with 50 additional genes found to be non-protein coding. 

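Of the 19008 genes tested, 4081 were differentially expressed, 2248 higher and 1833 lower in siPVT1. By the GENCODE v44 annotation, 2918 of them were protein coding and 511 were non-coding, and 652 had a symbol that could not be matched to a biotype. By ratio, the number moved most with a DESeq2 test of each gene against a 2-fold change, which gave 1268 genes. That test in edgeR gave 1976 genes, and the adjusted p-value alone gave 11007. TMM normalization set the median log2 fold change of all genes at 0.001, and scaling by the total count alone moved it to −0.148. With that scaling 4190 genes were differentially expressed, and the share of them that was higher in siPVT1 was 43.8% in place of 55.1%. In 65.6% of the tested genes all siPVT1 libraries lay on one side of all siControl libraries, where chance gives 10% for 3 libraries against 3. In simulated counts for 19008 genes, of which 200 were changed, the same test recovered 98% of the changed genes and called 3 unchanged genes. All simulated changes exceeded the fold threshold and lay in genes that were not of low count, with far fewer genes changed than here. The recovery thus does not cover changes near the threshold or genes with few counts. Among differentially expressed genes, the 5 higher genes with the smallest p-values were APLN, MIR210HG, IL11, CCL3 and FDFT1. Normalized counts of APLN rose from 137 ± 12.2 (SD, n = 3) in siControl to 4088 ± 139 (SD, n = 3) in siPVT1, a log2 fold change of 4.90 (standard error 0.085, adjusted p = 1.31e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 had log2 fold changes from 2.30 for FDFT1 to 7.03 for MIR210HG, and the largest of their standard errors was 0.141. The 5 lower genes with the smallest p-values were FOSB, EIF5A, EGR1, AKR1C1 and PPP6R1. EIF5A, a gene of high abundance, fell from 20177 ± 749 (SD, n = 3) to 2022 ± 126.5 (SD, n = 3) normalized counts, a log2 fold change of −3.32 (standard error 0.071, adjusted p = 1.45e-07 from the same test). FOSB and EGR1, which encode immediate early transcription factors, had log2 fold changes of −4.58 and −3.87.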

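The heat map in Fig 6A names 12 genes as lower and 38 as higher in siPVT1. All 50 were tested, and in the edgeR comparison all 50 changed in the direction shown and passed both thresholds. The log2 fold changes of the 12 lower genes ranged from −4.58 (FOSB) to −2.60 (SRXN1), and those of the 38 higher genes from 1.06 (SCHIP1) to 6.10 (DEPP1). The same 50 genes had an adjusted p-value under 0.05 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. When all genes past both thresholds were ranked by p-value, the first 50 held 34 higher and 16 lower genes, and 20 of the 50 genes of the heat map ranked in the first 50 of all tested genes. This overlap depends on the processing, and ranged from 17 genes without siControl replicate 2 to 32 without a filter, with 25 in DESeq2. The split moved most with scaling by the total count, to 27 higher and 23 lower genes. SCHIP1 ranked 4847 by p-value. Its log2 fold change had a standard error of 0.168 and an adjusted p of 0.00085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and without siPVT1 replicate 1, 49 of the 50 genes passed both thresholds.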

The top 50 differentially expressed genes include both down-regulated and up-regulated genes in response to reducing PVT1 by siRNAs (Fig 6A). 

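PVT1 (ENSG00000249859) is transcribed from the plus strand of chromosome 8, from 127794526 to 128187101 in GRCh38, and is annotated as a lncRNA. It begins 51575 bases after the end of MYC, which lies from 127735434 to 127742951. The pool against PVT1 held 4 siRNAs. The siRNA with the sequence GAGAACUGUCCUUACGUGA matched exonic sequence from 127989237 to 127989255, present in 98 of the 190 PVT1 transcripts of GENCODE v44. The other 3 siRNAs matched a single exonic stretch further along the gene. ACCUAUGAGCUUUGAAUAA lay from 128101167 to 128101185 (104 transcripts), CUUCAACCCAUUACGAUU, printed with 18 bases, from 128101062 to 128101079 (105 transcripts) and GUACGAACUUCAUCGCCCA from 128101191 to 128101209 (104 transcripts). No transcript of another gene held a full match, and 48 of the 190 PVT1 transcripts held no match to any of the 4 siRNAs. The counts are summed over transcripts, so that PVT1 RNA with and without the target sites is not told apart. Normalized counts of PVT1 were 3298, 4090.5 and 3377 in siControl replicates 1, 2 and 3 and 2349.7, 2111 and 2062 in siPVT1 replicates 1, 2 and 3. The mean was 3588.5 ± 437 (SD, n = 3) in siControl and 2174 ± 154 (SD, n = 3) in siPVT1, a log2 fold change of −0.72 (standard error 0.097, adjusted p = 0.000342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each siPVT1 library was below each siControl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With 1 library left out at a time, the log2 fold change stayed between −0.80 and −0.62. The adjusted p passed the paper's threshold and the log2 fold change did not reach the threshold of 1 in size, so PVT1 was not among the genes past both thresholds.

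**Figure D1:**
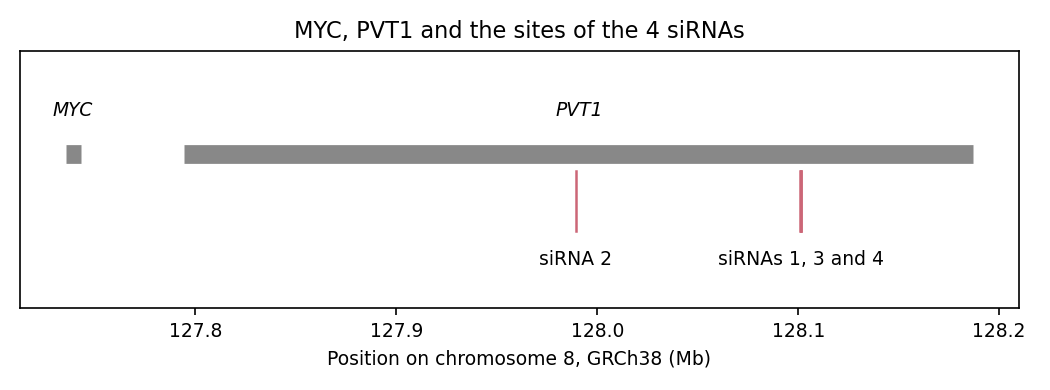
Map of chromosome 8 around PVT1 in GRCh38, with position in Mb on the horizontal axis. Grey bars are the MYC and PVT1 genes and red lines are the sites matched by the siRNAs, with siRNA 2 at 127989237 and the other 3 between 128101062 and 128101209.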

Lowered PVT1 levels were confirmed in the RNA-seq dataset (Fig S3A) as well as by RT-qPCR in biological replicates (Fig S3B). Furthermore, principal component analysis confirmed PVT1 siRNA status as a factor influencing the gene expression profiles (Fig S3C). 

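Principal components were computed from DESeq2's variance-stabilized counts of the 500 most variable genes, without knowledge of the groups. The first component took 89.96% of the variance and the second 3.93%. The 3 siControl libraries scored −23.5, −23.4 and −23.3 on the first component and siPVT1 replicates 1, 2 and 3 scored 26.2, 24.1 and 19.9. On this component the distance between the groups was larger than the spread within either group, and the siPVT1 libraries spread more than the siControl libraries. On the second component the siControl libraries spread more, with scores of 3.57, −8.6 and 4.72 against 0.76, −4.39 and 3.95 in siPVT1. The share of the first component moved most with log2 CPM in place of variance-stabilized counts, to 72.8%. Without 1 library it lay between 88.4% and 92.2%. From this separation, the paper concludes that the siRNA status is a factor in the expression profiles.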

The gProfiler web analysis tool was used to investigate all significant genes (n = 450). We find that PVT1 siRNA leads to substantial changes in the biological pathways associated with several stress responses and metabolism, specifically genes associated with doxorubicin metabolism (Fig 6B and C). 

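Gene lists were tested here with camera, with an inter-gene correlation of 0.01, on lists written by hand, since the ontology terms of gProfiler were not used here. The adjusted p-values are Benjamini-Hochberg values over 12 lists. For stress responses, the 20 heat shock genes had a median log2 fold change of −1.02 and were lower in siPVT1 (adjusted p = 6.2e-09), with 11 past both thresholds as lower and 0 as higher. HSPB8 had the lowest value of the list, −2.92 (standard error 0.126). The 23 targets of the oxidative stress factor NRF2 had a median of −1.58 (adjusted p = 3.06e-24), with 15 past both thresholds as lower. For metabolism, 15 genes of amino acid transport had a median of −0.58 (adjusted p = 1.01e-07), of which 5 were lower past both thresholds. SLC6A9, a glycine transporter, was the lowest of them at −5.50 (standard error 0.17), and SLC7A11 was at −3.30 (standard error 0.128). Genes of sterol synthesis moved the other way, with a median of 1.77 over 25 genes (adjusted p = 3.57e-37) and 21 past both thresholds as higher. Between 0 and 4 members of each of these 4 lists are shown in Fig 6A, and without them each list kept its direction and its call. The lists were written after reading Fig 6A and 6B, which come from these libraries, so their calls are not independent evidence. Taking out the genes shown does not remove this dependence. In every siPVT1 library the medians of these 4 lists lay on the same side of all siControl libraries. The calls of camera depend on the correlation between genes. With fry, a rotation test, these 4 calls held, and with an estimated correlation only that of sterol synthesis did (adjusted p = 0.0408).

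**Figure D2:**
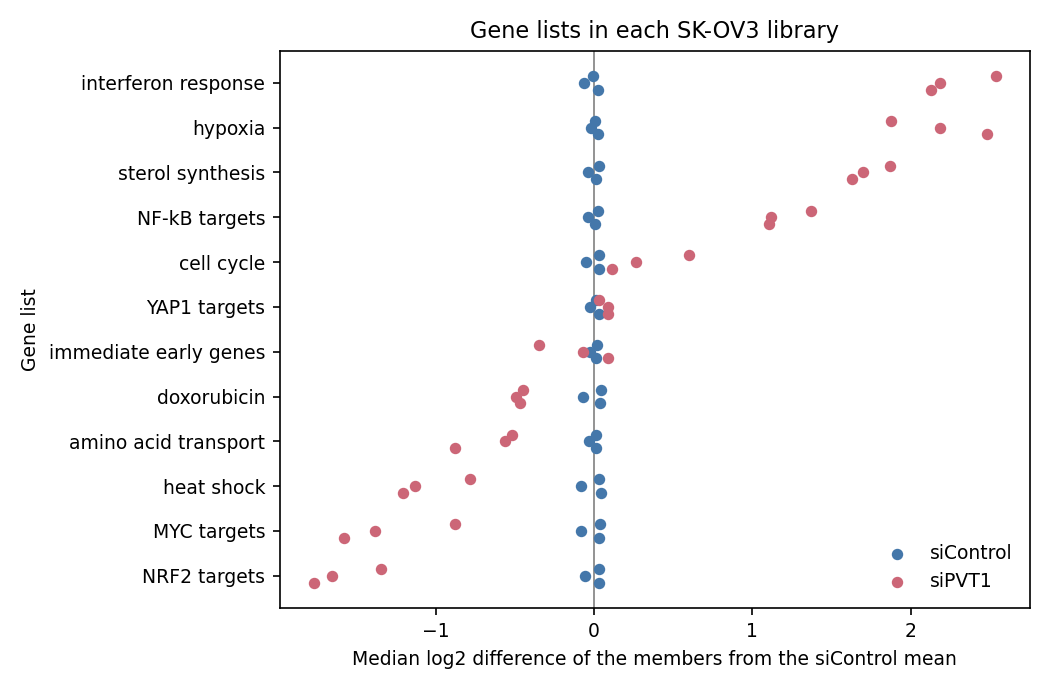
Median log2 difference of the members of each gene list from the mean of the siControl libraries, on the horizontal axis, with 1 point for each library and the 12 lists on the vertical axis. Heat shock, amino acid transport and NRF2 targets lie below 0 in all siPVT1 libraries and sterol synthesis lies above 0.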

Gene set enrichment analysis confirmed the “doxorubicin metabolism process” (Fig 6D) with genes such as *AKR1C1*, *AKR1C2*, and *AKR1B10* being significantly down-regulated in the siPVT1 samples (Fig 6C). 

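AKR1C1 and AKR1C2 lie side by side on chromosome 10 of GRCh38, from 4963253 to 4983283 and from 4987775 to 5018031, and AKR1B10 lies on chromosome 7 from 134527567 to 134541412. Each encodes an aldo-keto reductase. Normalized counts of AKR1C1 were 14712 ± 852 (SD, n = 3) in siControl and 736 ± 87.2 (SD, n = 3) in siPVT1, a log2 fold change of −4.32 (standard error 0.101, adjusted p = 1.74e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AKR1C2 fell from 2312 ± 91.3 to 259 ± 42.3 normalized counts (SD, n = 3 each), a log2 fold change of −3.16 (standard error 0.114, adjusted p = 7.76e-07 from the same test). AKR1B10 had few counts, with normalized counts of 68.6, 135 and 71.1 in siControl replicates 1, 2 and 3 and 2.23, 27.3 and 6.58 in siPVT1 replicates 1, 2 and 3. Its log2 fold change was −2.93 (standard error 0.622, adjusted p = 0.004 from the same test). The size of this fall rests on siPVT1 replicate 2, without which the log2 fold change was −4.31. For each of these 3 genes, every siPVT1 library was below every siControl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). AKR1C1 and AKR1C2 are close paralogs, so reads could be divided between them, and the summed normalized counts of AKR1C1 to AKR1C4 fell from 19337 ± 1141 (SD, n = 3) to 2336 ± 84.3 (SD, n = 3). The summed counts of AKR1B10 and its neighbour AKR1B15 fell from 102 ± 37.6 to 12.8 ± 12.6 (SD, n = 3 each).
The list of doxorubicin metabolism used here held 9 aldo-keto and carbonyl reductase genes. AKR1C4 was at or below 3 counts in every library and was not tested. The 8 tested genes had a median log2 fold change of −0.47 (camera adjusted p = 3.35e-06). Apart from the 3 genes above, AKR1C3 was lower (log2 fold change −0.79, standard error 0.078, adjusted p = 6.54e-05 from edgeR's quasi-likelihood test) without reaching the fold threshold. AKR1A1 was higher, against the direction of the list (log2 fold change 0.25, standard error 0.067, adjusted p = 0.0129 from the same test). AKR1B1, AKR7A2 and CBR1 had log2 fold changes of −0.056, 0.020 and −0.16, and these 3 genes had adjusted p-values of 0.05 or more. Of the 8 genes, 5 had an adjusted p under 0.05 over all genes tested and the same number when adjusted over the list alone. The 3 genes past both thresholds as lower made 37.5% of the list, against 9.64% of all tested genes (one-sided Fisher exact test, p = 0.0346, adjusted p = 0.0903 over the 12 lists in both directions). Without AKR1C1, the member shown in Fig 6A, the median was −0.16 (camera adjusted p = 0.0118). AKR1C2 and AKR1B10, which the paper also named from these libraries, stayed in that shorter list. Its call is therefore not independent of the paper's choice of genes, and the list without all 3 was not tested. With all 8 genes, the call held with fry (adjusted p = 5.7e-05) and not with an estimated correlation in camera (adjusted p = 0.121). After reporting the enrichment of this process and the lower levels of the 3 genes, the paper goes on to test the sensitivity of siPVT1 cells to doxorubicin.

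**Figure D3:**
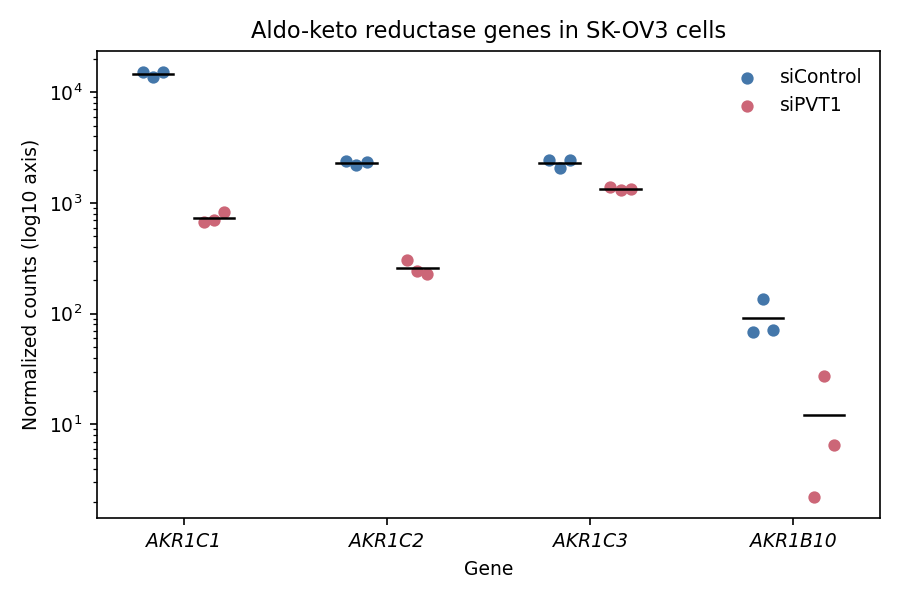
Normalized counts of AKR1C1, AKR1C2, AKR1C3 and AKR1B10 on a log10 axis, with 1 point for each library and a black line at the mean of the 3 libraries of a group. All siPVT1 points lie below the siControl points of the same gene, and AKR1B10 spreads from 2.23 to 27.3 in siPVT1.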

Expression changes in these genes were also validated and confirmed by RT-qPCR for PVT1 knockdown (Fig 6E). In a reciprocal fashion, overexpression of PVT1 led to increased expression of *AKR1C1*, *AKR1C2*, and *AKR1B10* (Fig 6F). We next tested if siRNA to PVT1 sensitized SK-OV3 cells to doxorubicin. We found a 1.5-fold reduction in the IC_50_ to doxorubicin in siPVT1 as compared with siControl SK-OV3 cells (Fig 6G). Because human SK-OV3 cells do not express p53 (Yaginuma & Westphal, 1992), we evaluated if siPVT1 sensitized cells to doxorubicin even in the presence of p53 as the cell density dependent regulation of Pvt1 was largely p53-independent (Fig 2E and F). To test this, we used mouse ID8-IP2 cells that express wild type Trp53 (Nakayama et al, 2015) and evaluated doxorubicin sensitivity. We found that shRNA to Pvt1 significantly lowered doxorubicin IC_50_ in these cells as well (Fig 6H) indicating conserved functions across species and likely independent of the p53 status. These observations indicate a novel correlation between PVT1 and doxorubicin resistance in ovarian cancer.

**Figure 6.**
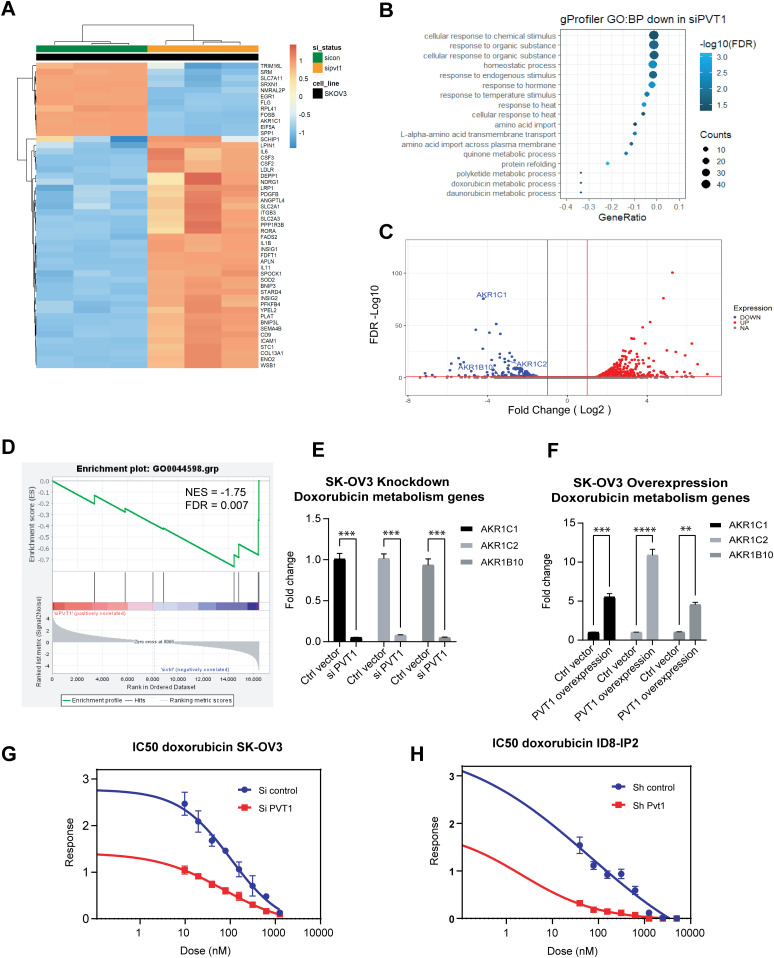
RNA sequencing analysis reveals global transcriptional changes with specific changes to genes associated with doxorubicin resistance. **(A)** Heat map of the 50 top differentially expressed genes in siPVT1 versus Ctrl vector (sicon) in SK-OV3 cells. **(B)** gProfiler biological process enrichment analysis in siPVT1 SK-OV3 cells. **(C)** Volcano plot of doxorubicin resistance target genes (AKR1C1, AKR1C2, and AKR1B10) in siPVT1 SK-OV3 cells. **(D)** GSEA analysis of doxorubicin metabolic process enriched in siPVT1 SK-OV3 cells. **(E)** RT-qPCR of AKR1C1, AKR1C2, and AKR1B10 in siPVT1 and siCtrl cells (two-way ANOVA-Sidak multiple testing: *P* < 0.0001; N = 3). **(F)** RT-qPCR of AKR1C1, AKR1C2, and AKR1B10 in PVT1 overexpression and Ctrl vector SK-OV3 cells (two-way ANOVA-Sidak multiple testing: exon 1–2, *P* = 0.0005; exon 2–3, *P* < 0.0001; exon 6–7, *P* = 0.0018; N = 2). **(G)** IC50 values to doxorubicin (nM) in control and PVT1 knockdown in human SK-OV3. **(H)** IC50 values to doxorubicin (nM) in control and PVT1 knockdown in mouse ID8-IP2 cells. Source data are available for this figure.

**Figure S3.**
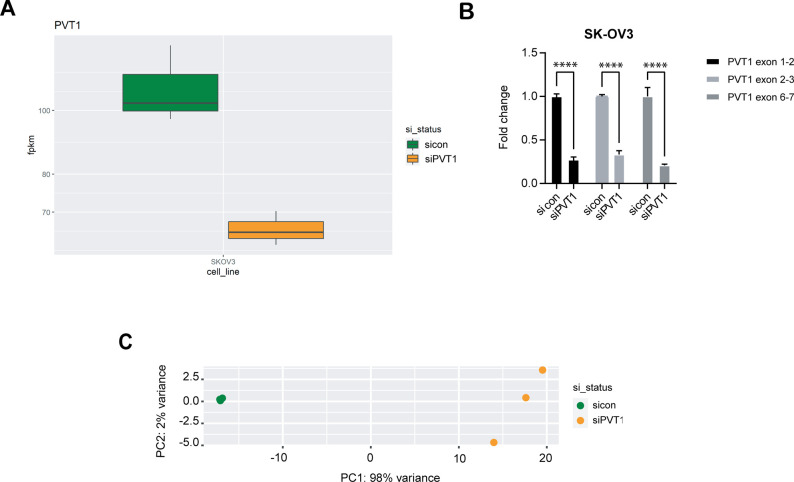
PVT1 RNA sequencing verification. **(A)** PVT1 expression (RPKM) in sictrl or siPVT1. **(B)** RT-qPCR analysis of PVT1 in siPVT1 or siCtrl SK-OV3 normalized to values in sicon cells (two-way ANOVA–Sidak multiple testing: exon 1–2, *P* < 0.0001; exon 2–3, *P* < 0.0001; exon 6–7, *P* < 0.0001; N = 2). **(C)** Principal component analysis plot of sicon versus siPVT1. Source data are available for this figure.

## Discussion

Here we demonstrate that *PVT1* is a contextual oncogenic lncRNA, amplified along with *MYC*, and a prognostic indicator in ovarian cancers that is dynamically altered in expression primarily in response to cellular stressors. Notably cell density and matrix stiffness changes, both of which converge on pathways associated with YAP1, lead to changes in PVT1. Our study is the first to report such a mechanism and suggest a potential feedforward relationship between YAP1 and PVT1.

We find a strong correlation between PVT1 and MYC in ovarian cancer, as has been previously documented (Tseng et al, 2014; Cho et al, 2018; Jin et al, 2019). Genome-wide association studies have identified chromosome 8q24.21 as a cancer risk locus in multiple cancers (Sud et al, 2017), but also specifically in ovarian cancer (Goode et al, 2010; Phelan et al, 2017). Besides harboring *MYC*, dysregulation and amplification of which is found in many human cancers (Dang, 2012), the 8q24.21 locus also harbors lncRNA *PVT1* 53 kb downstream of *MYC*. Bioinformatic analysis of TCGA datasets confirmed that chromosome 8q24.21 exhibits the highest copy number amplifications and that copy number alteration (CNA) frequency of *PVT1* is among the highest in ovarian cancer (Fig 1), highlighting the significance and relevance of *PVT1* to this cancer. Furthermore, PVT1 expression is also correlated with patient survival outcomes. Ovarian cancers are mostly detected at an advanced stage which is one of the causes of poor survival. Our findings are consistent with other reports of higher PVT1 mRNA expression in stage 3 compared with other stages (Chen et al, 2018; Ding et al, 2019). Interestingly, the impact of PVT1 expression differs for early-stage patients (stage II) where low PVT1 expression is correlated with poor PFS (Fig 1I). As ovarian cancers are marked by genome amplification, we investigated the correlation between PVT1 amplification and expression. Our data indicated a strong positive correlation between PVT1 amplification on chr 8q24.21 and expression in the TCGA cohort of primary patient tumors (Fig 1F).

We demonstrate here for the first time that PVT1 RNA expression is modulated by cell density, hypoxia, and matrix rigidity in both human and mouse ovarian cancer cell lines. Increases in PVT1 RNA expression under hypoxia have been previously described in non-ovarian cancers (Iden et al, 2016; Wang et al, 2018; Yu et al, 2020), but were somewhat modest in the ovarian cancer cell line SK-OV3 we tested here (Fig 2B). The most consistent and reproducible stressors that alter PVT1 expression are changes to cell density and mesenchymal status across cell lines, regardless of their baseline PVT1 levels (Fig 2A). The Hippo signaling pathway is altered in ovarian cancer and causes increased nuclear YAP1 and tumorigenesis (Zhang et al, 2011; Xia et al, 2014). Interestingly, modulation of PVT1 RNA expression after exposure to the stressors followed the RNA expression of YAP1 canonical target genes CTGF and CYR61 (Zhang et al, 2011; Piccolo et al, 2014), indicating a correlation between YAP1 nuclear localization and PVT1 RNA expression, which we also observed in patient data (Fig 3J). PVT1 expression levels were directly dependent on YAP1 levels as investigated through YAP1 knockdown as well as through disrupting YAP/TEAD interaction (Piccolo et al, 2014; Han, 2019). In the context of EMT, tumors often exhibit a spectrum of EMT states. Indeed, cell lines such as OVCAR3 and OVCA420 exhibit a more epithelial phenotype, whereas SK-OV3s exhibit a more intermediate to mesenchymal phenotype (Huang et al, 2013) and were found to be responsive to cell density dependent changes in PVT1. YAP1 plays a dual role as both inducer and effector of EMT (Zanconato et al, 2016) and has been shown to translocate from the cytoplasm to the nucleus after EMT induction through TGFβ treatment (Grannas et al, 2015). Consistently, we observed a significant sensitivity of EMT induced cells to cell density dependent induction of PVT1 as seen in post EMT OVCAR3 and OVCA420 cells that were rendered sensitive to cell density dependent PVT1 changes (Fig 2). Whereas it is likely that the PVT1 promoter possesses a TEAD-binding site (Verduci et al, 2017), the complex of YAP-TEAD on PVT1’s promoter has not yet been reported and may involve indirect regulatory mechanisms as well. Little is known about modulators of PVT1 expression itself. Prior studies have demonstrated MYC (Tseng et al, 2014), FOXM1 (Xu et al, 2017), STAT3 (Zhao et al, 2018), and TP53 (Olivero et al, 2020) as regulators that can bind to PVT1’s promoter. For instance, it has been shown that FOXM1, which binds to PVT1’s promoter to induce PVT1 RNA expression (Xu et al, 2017), is a downstream effector of YAP1 (Fan et al, 2015). Thus, whether regulation is occurring here, directly, or indirectly at the promoter remains to be determined. A surprising observation is the lack of a role of p53 in cell density dependent changes in Pvt1. Several prior studies have demonstrated PVT1 as a direct p53 target (Barsotti et al, 2012; Olivero et al, 2020). Our findings suggest that the YAP1 dependent mechanism of PVT1 may be p53 independent.

Functional assays with gain or loss of PVT1 RNA expression demonstrated PVT1’s role in promoting survival and chemoresistance in ovarian cancer cell lines and during intra peritoneal tumor growth, highlighting a pro-metastatic role for Pvt1 in ovarian cancer. Strikingly short-term knockdown of Pvt1 (within 96 h of shRNA administration) was sufficient to cause a significant reduction in tumor burden, suggesting that transient dynamic changes occurring during disease progression may be adequate at impacting disease outcomes. Our studies using the ID8Trp53−/− cells in immunocompetent models are also highly pertinent, as PVT1 was recently reported to be significantly correlated with CD8 T-cell infiltration in several cancer types (Li et al, 2020).

In the context of the models used here, transcriptomic analysis revealed a novel contribution of PVT1 in the regulation of aldo-keto reductases including AKR1C, AKR1C2, and AKR1B10. Aldo-keto reductases (AKR) have been demonstrated to regulate the metabolic processing of chemotherapeutic drugs such as doxorubicin, cisplatin, and paclitaxel, among others, and to cause chemoresistance in multiple cancers (Matsunaga et al, 2012; Zeng et al, 2017). *AKR1B10* has been linked to cellular resistance to doxorubicin by inducing the conversion of doxorubicin to doxorubicinol which is significantly less toxic (Heibein et al, 2012). *AKR1B10* has also been reported to have an oncogenic role across different cancer types (DiStefano & Davis, 2019). Indeed, lowering PVT1 increased the sensitivity to doxorubicin. Here again, the effect of Pvt1 on the sensitivity to doxorubicin was Trp53 independent. Therefore, targeting PVT1 to suppress the level of these AKR enzymes and consequently reducing inhibitory concentration of doxorubicin could pave the way toward minimizing the dose dependent cardiotoxicity of doxorubicin (Zhang et al, 2012). The exact mechanism by which PVT1 regulates AKRs expression remains to be elucidated.

In summary the broad impact of *PVT* on multiple pathways suggest that blocking PVT1 may be an attractive target to simultaneously suppress multiple pathways. Tools to silence lncRNAs are currently available (RNA interference, antisense oligonucleotides and genome editing [CRISPR/Cas9 system]), but none have been clinically used for PVT1 (Arun et al, 2018) and warrant further investigation for ovarian cancers.

## Materials and Methods

### Cell lines and reagents

Human ovarian cancer cell lines SK-OV3, PC3, DAOY, and OV-90-CRL-11732 were purchased from ATCC. OVCAR3 and OVCAR5 were obtained from NIH (NCI-60). OVCA420 and HeyA8 cells were a gift from Susan K Murphy. P211 were derived as described previously (Jazaeri et al, 2011; Varadaraj et al, 2015), IOSE80 cells were received from the Canadian tissue bank. Mouse ovarian surface epithelial cell line ID8 and ID8-IP2’s were a kind gift from Jill K. Slack-Davis and ID8 Trp53−/− were a kind gift from Iain McNeish. SK-OV3, OVCAR3, OVCAR5, OVCAR433, OVCA420, and HeyA8 were cultured in RPMI-1640 (10-040-CV; Corning) supplemented with 10% FBS (35-010-CV; Corning) and 100 U/ml penicillin, 100 μg/ml streptomycin at 37°C in a humidified incubator containing 5% CO_2_. PC3 were cultured in Ham’s F-12K (21127022; Gibco), whereas DAOY were cultured in EMEM (670086; Gibco), both supplemented with 10% FBS at 37°C in a humidified incubator containing 5% CO_2_. ID8 and ID8 Trp53−/− were cultured in DMEM (10-017-CV; Corning) supplemented with 4% FBS, 5 μg/ml insulin, 5 μg/ml transferrin, 5 ng/ml sodium selenite, and 100 U/ml penicillin, 100 μg/ml streptomycin at 37°C in a humidified incubator containing 5% CO_2_. P211 and IOSE80 were cultured in DMEM supplemented with 10% FBS plus 100 U/ml penicillin, 100 μg/ml streptomycin. OV90 cells were cultured in a 1:1 mixture of MCDB 105 medium (M6395-1L; Sigma-Aldrich) and Medium 199 (M5017-10X1L; Sigma-Aldrich) containing 15% fetal bovine serum plus 100 U/ml penicillin and 100 μg/ml streptomycin. All cell lines were grown at 37°C in a humidified incubator containing 5% CO_2_.

#### Antibodies

Monoclonal mouse anti-YAP1 (sc-101199; Santa Cruz Biotechnology), Alexa Fluor 488 goat anti-mouse IgG, H+L (A11001; Invitrogen), and Alexa Fluor 488 Phalloidin (A12379; Invitrogen).

#### Reagents

PolyHema (P3932; Sigma-Aldrich) was used to generate low attachment plates for the anchorage-independent assay; fibronectin (Recombinant Human Fibronectin, 8258-FN-050; R&D Systems); BSA (0903-5G; BioExpress); crystal violet (AA22866-14; VWR); PolyBrene (sc-134220; Santacruz Biotechnology); DMSO (BP231-100; Thermo Fisher Scientific); Paraformaldehyde (S898-07; Avantor); Triton-X100 (0694-1L; AMRESCO); absolute ethanol (Decon Laboratories); EMT was induced with 200 pM of Human recombinant TGF-β 1 (240-B; R&D Systems); verteporfin (SML0534-5MG; Sigma-Aldrich); Paclitaxel (328420010; Thermo Fisher Scientific); Doxorubicin (BP25176-10; Fisher Bioreagent); and Cisplatin (HY-17394; Medchem Express).

### Bioinformatic analysis

Somatic focal copy number gain events identified by Genomic Identification of Significant Targets in Cancer (GISTIC) for TCGA ovarian serous cystadenocarcinoma were recovered from firebrowse (http://firebrowse.org/). Genome data viewer was used to investigate genes located in chromosome 8q24.21 (https://www.ncbi.nlm.nih.gov/genome/gdv/). TCGA data for ovarian serous cystadenocarcinoma (TCGA, Firehose Legacy, RNA Seq V2, 307 samples) was recovered from cBioportal (https://www.cbioportal.org/) and used to investigate mRNA expression, mRNA co-expression and CNAs. Survival data were generated from KM Plotter using the TCGA datasets, all patients and the best cutoff setting (Gyorffy et al, 2012; Nagy et al, 2018). Log-rank statistics were used to calculate the *P*-value (P) and HR.

Z-score normalized RNA-seq data from ovarian cancer patients were retrieved from TCGA datasets. Elements from the “GO Hippo signaling” and “GO EMT” gene sets (Mi et al, 2019) were filtered, and Hippo signaling score or EMT score was obtained from the direct sum of the gene’s z-scores. Spearman rank correlation test was performed to assess whether PVT1 expression correlates to each obtained score. PVT1-high and -low groups of patients were also checked for mRNA expression of each gene within each gene set. Each group contained patients with the highest or lowest 10^th^ percentile of PVT1 expression.

### Generation of stable overexpression/knockdown cells

For PVT1 and YAP1 knockdown, SK-OV3 and ID8 Trp53−/− cells were infected with 10 MOI of shRNAs or controls. All virus production was performed by the Functional Genomics Core of the Center for Targeted Therapeutics, University of South Carolina. In short, HEK293-FT cells, cultured in DMEM (high glucose) media with 10% FBS, 2 mM L-glutamine, penicillin (100 IU/ml), and streptomycin (100 mg/ml) were transiently transfected with specific lentiviral constructs and the packaging/envelope plasmids pMD2.G and psPAX2. The Virus-containing medium was collected at 48 and 72 h after transfection and centrifuged at 200*g* for 5 min at 4°C. The medium was filtered with 0.45-μm PES Syringe Filter and centrifuged at 21,000*g* for 16 h at 4°C. Pellets of lentivirus were re-dissolved in PBS at one-hundredth of the original volume. Lentiviruses were then diluted with fresh culture media to transduce target cells in the presence of 10 μg/ml PolyBrene (hexadimethrine bromide). Sequences for the multiple shRNAs are in Table 2. For the overexpression construct, the complete linear RNA PVT1 sequence (1,969 bp) was inserted in a pcDNA3.1(+) vector (SC1691 – GenScript). Control samples were achieved using an empty pcDNA3.1(+) plasmid. For YAP1, two shRNAs that include multiple transcript variants were inserted in a pLKO.1 vector (TRCN0000107265 and TRCN0000107268). Control samples were achieved using a TRCN scr PLKO.1 plasmid. The efficiency of knockdown or overexpression was performed by RT-qPCR (list of primers are in Table 3).

**Table 2.** shRNA sequences.

	shRNA - knockdown
Human PVT1	Exon 2: GAGCTTCGTTCAAGTATTT
	Exon 8: GAAATGTCCTCTCGCCTGC
Human control	SMARTvector Non-targeting hCMV-TurboRFP plasmid
Mouse pvt1	Exon 9: CGAGTGTGAAGGAGCGAGT
	Exon 9: TGACCTTATTGTAGACTAA
Mouse control	pHIV-Zsgreen plasmid
Human YAP1	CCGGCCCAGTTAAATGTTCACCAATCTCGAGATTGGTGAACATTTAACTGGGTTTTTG
	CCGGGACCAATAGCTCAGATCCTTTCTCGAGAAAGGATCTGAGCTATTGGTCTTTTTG
Human control	TRCN scr PLKO.1 plasmid

**Table 3.** Primer sequences.

Gene ID	Primer sequence (5′→3′)	Specie
RPL13a	Forw: AGATGGCGGAGGTGCAG	Human
	Rev: GGCCCAGCAGTACCTGTTTA	
PVT1 exon 1–2	Forw: CACCTTCCAGTGGATTTCCTT	
	Rev: GACAGGCACAGCCATCTT	
PVT1 exon 2–3	Forw: CTTCCTGGTGAAGCATCTGAT	
	Rev: TTCAGCCTCCACTTAAAGTACC	
PVT1 exon 6–7	Forw: CTGTTTGCTTCTCCTGTTGC	
	Rev: GAACTCCTCAGCCTCCAAG	
CTGF	Forw: GCGTGTGCACCGCCAAAGAT	
	Rev: CAGGGCTGGGCAGACGAACG	
CYR61	Forw: CGCCTTGTGAAAGAAACCCG	
	Rev: GGTTCGGGGGATTTCTTGGT	
YAP1	Forw: TGACCCTCGTTTTGCCATGA	
	Rev: GTTGCTGCTGGTTGGAGTTG	
SNAIL 1	Forw: AAGATGCACATCCGAAGCCA	
	Rev: CAGTGGGAGCAGGAGAATGG	
ZEB1	Forw: CTGCTCCCTGTGCAGTTACA	
	Rev: GTGCACTTGAACTTGCGGTT	
AKR1C1	Forw: GTCCTGGCCAAGAGCTACAA	
	Rev: CGCACATTTCTGTTTAGGCCAT	
AKR1C2	Forw: ACGGAGTCATTGCCATTCAGA	
	Rev: CATGCAATGCCCTCCATGTTA	
AKR1B10	Forw: AGAAACTGGAGGGCCTGTAA	
	Rev: CATGCAATGCCCTCCATGTTA	
Rpl13a	Forw: CAAGGTTGTTCGGCTGAAGC	Mouse
	Rev: GCTGTCACTGCCTGGTACTT	
Pvt1 exon 2–3	Forw: CACTGAAAACAAGGACCGAAAC	
	Rev: ACAGACATTGGCAGTGGC	

For transient PVT1 knockdown using siRNA, SK-OV3 cells were cultured to 50% confluency in six well plates. Human siRNA for PVT1 was achieved using a mixture of four siRNA (ACCUAUGAGCUUUGAAUAA; GAGAACUGUCCUUACGUGA; CUUCAACCCAUUACGAUU and GUACGAACUUCAUCGCCCA) (smartpool R-029357-00-0005; Dharmacon). Control samples were achieved using Lincode Non-targeting Pool (D-001320-10-05; Dharmacon). 50 nM Pooled siRNA to human PVT1 or non-targeting siRNA from Dharmacon were used to transfect SK-OV3 cells for 48 h in full serum media carefully maintaining cell confluency to not exceed ∼80%. Lipofectamine RNAiMAX Transfection Reagent (13778075; Thermo Fisher Scientific) was used to facilitate the transfection. This was followed by RNA extraction and verification of knockdown using primers to PVT1. Similarly, mouse siRNA for PVT1 was achieved using a mixture of four siRNA (AAGUAUACCCUUUAAGCGU; CGAGUGUGAAGGAGCGAGU; GAUGUCACACAGACGAUAA; and UGACCUUAUUGUAGACUAA) (smartpool R-065730-00-0005; Dharmacon).

### Functional assays

For Transwell migration assay, 8-μm-pore membranes (662638; Greiner Bio-One) were coated with 10 μg/ml fibronectin. A total of 20,000 cells were suspended in 100 μl serum-free medium and added to the upper chamber of each Transwell. The lower chamber was filled with 600 μl complete medium and incubated in a CO_2_ incubator at 37°C for 6 h, after which fixation and staining occurred. For clonogenicity assay, 200 cells were cultured in each well of a six-well plate in complete medium for 10 d, and after cells were fixed and stained. Imaging was performed using EVOS M7000 inverted microscope (Thermo Fisher Scientific). Quantitation was performed by manual counting. For MTT assay, 1,000 cells were seeded in a 96-well plate for 24 h, then a final concentration of 1 mM MTT was added. The plates were incubated in a 37°C incubator for 2.5 h, and DMSO was added to dissolve the formazan crystals. Absorbance was measured using a Synergy HT plate reader at 570 nm.

### Cell density assay

Low cell density was achieved in seeding 35,000 cells per well in a six-well plate. High density was achieved in seeding 210,000 cells per well in a 24-well plate.

### Hypoxia assay

A hypoxia chamber was used to regulate the oxygen gas levels in the incubator to 0.2%. A total of 20,000 cells were seeded in 24-well plates for 24 h under hypoxia or normoxia.

### Matrix stiffness assay

Easy Coat hydrogels Softwell plates with 0.5 and 8 kPa were obtained from Matrigen (SW6-EC-0.5 EA, SW6-EC-8 EA) and regular six-well plates were coated with 10 μg/ml fibronectin before use. Cells were seeded at a density of 100,000 in a six-well plate and incubated for 24 h.

### IC50 determination

SK-OV3 and ID8-IP2 cells were cultured in 96-well plates at a density of 2,500 cells per well for 24 h. Then the medium was replaced with fresh medium containing Doxorubicin. After 72-h incubation with drugs, Sulforhodamine B (SRB, A14769-14; Alfa Aesar) assay was performed as previously described (Vichai & Kirtikara, 2006). IC50 was calculated using IC50 calculator in Graph Pad Prism.

### RNA fluorescence in situ hybridization and immunofluorescence

PVT1 visualization and localization were performed using a ViewRNA cell plus assay probe for PVT1 (VA4-3082274-VCP; Thermo Fisher Scientific). The probe set per manufacturer covers region 423–1,392 and is designed to hybridize with human PVT1 specifically. Cells were seeded onto a NUNC eight-well chamber slide. DapB was used as a negative control, whereas GAPDH was used as a positive control. The procedure was performed as described by the manufacturer with no modifications. Images were acquired with a ZEISS LSM 800 confocal.

For immunofluorescence, cells were fixed in 4% paraformaldehyde for 15 min and permeabilized with 0.3% Triton X for 10 min at room temperature. Blocking was performed with 5% BSA, and cells were then incubated with a 1:100 dilution of anti-YAP1 overnight at 4°C. Then, the secondary antibody conjugated to Alexa 488 was used, at 1:200, for 1 h at room temperature in the dark. For actin, cells were stained for 20 min after fixation and permeabilization as above with Alexa 488 Phalloidin. Images were obtained using an EVOS M7000 microscope. Image J was used to perform the quantification.

### Animal studies

All mouse studies were performed in accordance with the Institutional Animal Care and Use Committee at the University of Alabama Birmingham. Female C57BL/6J mice were obtained from the Jackson laboratory. Five million ID8-Trp53−/− shCtrl and shPvt1 were injected intraperitoneally in mice (n = 12 per group). Mice were monitored daily with girth and weight measurement taken weekly. Animals were euthanized after either 4 wk (n = 6) or 8 wk (n = 6). At necropsy, ascites, if present, were collected and volumes measured, tumor weights in the omentum and other organs were recorded and collected when possible. For microscopic analysis of tissues, formalin-fixed tissues were processed, paraffin-embedded, and sectioned at 5 μm thickness and H&E stained at UAB’s histology core.

### RNA-sequencing

Library preparation was performed on purified, extracted RNA using a KAPA mRNA HyperPrep Kit (Kapa; Biosystems) according to the manufacturer’s protocol. High throughput sequencing with 75-bp single-end reads was performed on an Illumina NextSeq 550 using an Illumina NextSeq 500/550 High Output Kit. Reads were aligned to the human transcriptome GENCODE v35 (GRCh38.p13) using STAR and counted using Salmon (Dobin et al, 2013; Patro et al, 2017). Normalization and differential expression analysis were performed using the R package DESeq2 v1.34 (Love et al, 2014). Genes where there were fewer than three samples with normalized counts less than or equal to five were filtered out of the final data set. Benjamini–Hochberg–adjusted *P*-value of *P* < 0.05 and log_2_ fold change of 1 were the thresholds used to identify differentially expressed genes between treatment conditions. Pathway enrichment analysis was performed using GSEA (Mootha et al, 2003; Subramanian et al, 2005).

### Statistical analysis

Xenograft data were analyzed using parametric statistics. All real time PCR’s are relative quantitative RT-PCR’s (hereby referred to as RT-qPCR) and are a combined quantitation of an independent biological trials (indicated in legends) assayed in triplicate. All statistical analyses were conducted with GraphPad Prism Software and used tests referred to in the figure legends.

## Data Availability

The authors confirm that all data supporting the findings of this study are available within the article and supplementary data. RNA-seq data have been deposited in the NCBI-Gene Expression Omnibus (GEO) database under the accession ID GSE185933.

## Supplementary Material

Reviewer comments

## References

[bib1] Arun G, Diermeier SD, Spector DL (2018) Therapeutic targeting of long non-coding RNAs in cancer. Trends Molecular Medicine 24: 257–277. 10.1016/j.molmed.2018.01.001PMC584002729449148

[bib2] Barsotti AM, Beckerman R, Laptenko O, Huppi K, Caplen NJ, Prives C (2012) p53-Dependent induction of PVT1 and miR-1204. J Biol Chem 287: 2509–2519. 10.1074/jbc.m111.32287522110125PMC3268411

[bib3] Cai Q, Yan L, Xu Y (2015) Anoikis resistance is a critical feature of highly aggressive ovarian cancer cells. Oncogene 34: 3315–3324. 10.1038/onc.2014.26425132267PMC4333142

[bib4] Cerami E, Gao J, Dogrusoz U, Gross BE, Sumer SO, Aksoy BA, Jacobsen A, Byrne CJ, Heuer ML, Larsson E, (2012) The cBio cancer genomics portal: An open platform for exploring multidimensional cancer genomics data. Cancer Discov 2: 401–404. 10.1158/2159-8290.cd-12-009522588877PMC3956037

[bib5] Chen Y, Du H, Bao L, Liu W (2018) LncRNA PVT1 promotes ovarian cancer progression by silencing miR-214. Cancer Biol Med 15: 238. 10.20892/j.issn.2095-3941.2017.017430197791PMC6121055

[bib6] Cho SW, Xu J, Sun R, Mumbach MR, Carter AC, Chen YG, Yost KE, Kim J, He J, Nevins SA, (2018) Promoter of lncRNA gene PVT1 is a tumor-suppressor DNA boundary element. Cell 173: 1398–1412.e22. 10.1016/j.cell.2018.03.06829731168PMC5984165

[bib7] Dang CV (2012) MYC on the path to cancer. Cell 149: 22–35. 10.1016/j.cell.2012.03.00322464321PMC3345192

[bib8] Ding Y, Fang Q, Li Y, Wang Y (2019) Amplification of lncRNA PVT1 promotes ovarian cancer proliferation by binding to miR-140. Mamm Genome 30: 217–225. 10.1007/s00335-019-09808-131222482

[bib9] DiStefano JK, Davis B (2019) Diagnostic and prognostic potential of AKR1B10 in human hepatocellular carcinoma. Cancers (Basel) 11: 486. 10.3390/cancers11040486PMC652125430959792

[bib10] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[bib11] Dobrokhotov O, Samsonov M, Sokabe M, Hirata H (2018) Mechanoregulation and pathology of YAP/TAZ via Hippo and non-Hippo mechanisms. Clin translational Med 7: 23. 10.1186/s40169-018-0202-9PMC608770630101371

[bib12] Fan Q, Cai Q, Xu Y (2015) FOXM1 is a downstream target of LPA and YAP oncogenic signaling pathways in high grade serous ovarian cancer. Oncotarget 6: 27688–27699. 10.18632/oncotarget.428026299613PMC4695018

[bib13] Gao J, Aksoy BA, Dogrusoz U, Dresdner G, Gross B, Sumer SO, Sun Y, Jacobsen A, Sinha R, Larsson E, (2013) Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. Sci Signal 6: pl1. 10.1126/scisignal.200408823550210PMC4160307

[bib14] Goode EL, Chenevix-Trench G, Song H, Ramus SJ, Notaridou M, Lawrenson K, Widschwendter M, Vierkant RA, Larson MC, Kjaer SK, (2010) A genome-wide association study identifies susceptibility loci for ovarian cancer at 2q31 and 8q24. Nat Genet 42: 874–879. 10.1038/ng.66820852632PMC3020231

[bib15] Grannas K, Arngården L, Lönn P, Mazurkiewicz M, Blokzijl A, Zieba A, Söderberg O (2015) Crosstalk between Hippo and TGFβ: Subcellular localization of YAP/TAZ/Smad complexes. J Mol Biol 427: 3407–3415. 10.1016/j.jmb.2015.04.01525937570

[bib16] Guan Y, Kuo W-L, Stilwell JL, Takano H, Lapuk AV, Fridlyand J, Mao J-H, Yu M, Miller MA, Santos JL, (2007) Amplification of PVT1 contributes to the pathophysiology of ovarian and breast cancer. Clin Cancer Res 13: 5745–5755. 10.1158/1078-0432.ccr-06-288217908964

[bib17] Gyorffy B, Lánczky A, Szállási Z (2012) Implementing an online tool for genome-wide validation of survival-associated biomarkers in ovarian-cancer using microarray data from 1287 patients. Endocr Relat Cancer 19: 197–208. 10.1530/erc-11-032922277193

[bib18] Han Y (2019) Analysis of the role of the Hippo pathway in cancer. J Transl Med 17: 116. 10.1186/s12967-019-1869-430961610PMC6454697

[bib19] Hanahan D, Weinberg RA (2011) Hallmarks of cancer: The next generation. Cell 144: 646–674. 10.1016/j.cell.2011.02.01321376230

[bib20] Heibein AD, Guo B, Sprowl JA, MacLean DA, Parissenti AM (2012) Role of aldo-keto reductases and other doxorubicin pharmacokinetic genes in doxorubicin resistance, DNA binding, and subcellular localization. BMC Cancer 12: 381. 10.1186/1471-2407-12-38122938713PMC3495881

[bib21] Huang RYJ, Wong MK, Tan TZ, Kuay KT, Ng AHC, Chung VY, Chu YS, Matsumura N, Lai HC, Lee YF, (2013) An EMT spectrum defines an anoikis-resistant and spheroidogenic intermediate mesenchymal state that is sensitive to e-cadherin restoration by a src-kinase inhibitor, saracatinib (AZD0530). Cell Death Dis 4: e915. 10.1038/cddis.2013.44224201814PMC3847320

[bib22] Iden M, Fye S, Li K, Chowdhury T, Ramchandran R, Rader JS (2016) The lncRNA PVT1 contributes to the cervical cancer phenotype and associates with poor patient prognosis. PLoS One 11: e0156274. 10.1371/journal.pone.015627427232880PMC4883781

[bib23] Jazaeri AA, Bryant JL, Park H, Li H, Dahiya N, Stoler MH, Ferriss JS, Dutta A (2011) Molecular requirements for transformation of fallopian tube epithelial cells into serous carcinoma. Neoplasia 13: 899–911. 10.1593/neo.1113822028616PMC3201567

[bib24] Jin K, Wang S, Zhang Y, Xia M, Mo Y, Li X, Li G, Zeng Z, Xiong W, He Y, (2019) Long non-coding RNA PVT1 interacts with MYC and its downstream molecules to synergistically promote tumorigenesis. Cell Mol Life Sci 76: 4275–4289. 10.1007/s00018-019-03222-131309249PMC6803569

[bib25] Karnezis AN, Cho KR, Gilks CB, Pearce CL, Huntsman DG (2017) The disparate origins of ovarian cancers: Pathogenesis and prevention strategies. Nat Rev Cancer 17: 65–74. 10.1038/nrc.2016.11327885265

[bib26] Kim W, Cho YS, Wang X, Park O, Ma X, Kim H, Gan W, Jho E-h, Cha B, Jeung Y-j, (2019) Hippo signaling is intrinsically regulated during cell cycle progression by APC/C^Cdh1^. Proc Natl Acad Sci USA 116: 9423–9432. 10.1073/pnas.182137011631000600PMC6511010

[bib27] Klemba A, Bodnar L, Was H, Brodaczewska KK, Wcislo G, Szczylik CA, Kieda C (2020) Hypoxia-Mediated decrease of ovarian cancer cells reaction to treatment: Significance for chemo- and immunotherapies. Int J Mol Sci 21: 9492. 10.3390/ijms21249492PMC776492933327450

[bib28] Kumari A, Shonibare Z, Monavarian M, Arend RC, Lee NY, Inman GJ, Mythreye K (2021) TGFβ signaling networks in ovarian cancer progression and plasticity. Clin Exp Metastasis 38: 139–161. 10.1007/s10585-021-10077-z33590419PMC7987693

[bib29] Lander ES (2011) Initial impact of the sequencing of the human genome. Nature 470: 187–197. 10.1038/nature0979221307931

[bib30] Lheureux S, Gourley C, Vergote I, Oza AM (2019) Epithelial ovarian cancer. Lancet 393: 1240–1253. 10.1016/s0140-6736(18)32552-230910306

[bib31] Li T, Meng X-l, Yang W-q (2017) Long noncoding RNA PVT1 acts as a “sponge” to inhibit microRNA-152 in gastric cancer cells. Dig Dis Sci 62: 3021–3028. 10.1007/s10620-017-4508-z28258379

[bib32] Li Y, Jiang T, Zhou W, Li J, Li X, Wang Q, Jin X, Yin J, Chen L, Zhang Y, (2020) Pan-cancer characterization of immune-related lncRNAs identifies potential oncogenic biomarkers. Nat Commun 11: 1000. 10.1038/s41467-020-14802-232081859PMC7035327

[bib33] Liu E, Liu Z, Zhou Y (2015) Carboplatin-docetaxel-induced activity against ovarian cancer is dependent on up-regulated lncRNA PVT1. Int J Clin Exp Pathol 8: 3803–3810. 26097562PMC4466949

[bib34] Liu-Chittenden Y, Huang B, Shim JS, Chen Q, Lee SJ, Anders RA, Liu JO, Pan D (2012) Genetic and pharmacological disruption of the TEAD-YAP complex suppresses the oncogenic activity of YAP. Genes Dev 26: 1300–1305. 10.1101/gad.192856.11222677547PMC3387657

[bib35] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550. 10.1186/s13059-014-0550-825516281PMC4302049

[bib36] Matsunaga T, Wada Y, Endo S, Soda M, El-Kabbani O, Hara A (2012) Aldo-keto reductase 1B10 and its role in proliferation capacity of drug-resistant cancers. Front Pharmacol 3: 5. 10.3389/fphar.2012.0000522319498PMC3269042

[bib37] McKenzie AJ, Hicks SR, Svec KV, Naughton H, Edmunds ZL, Howe AK (2018) The mechanical microenvironment regulates ovarian cancer cell morphology, migration, and spheroid disaggregation. Sci Rep 8: 7228. 10.1038/s41598-018-25589-029740072PMC5940803

[bib38] Mi H, Muruganujan A, Ebert D, Huang X, Thomas PD (2019) PANTHER version 14: More genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. Nucleic Acids Res 47: D419–D426. 10.1093/nar/gky103830407594PMC6323939

[bib39] Mootha VK, Lindgren CM, Eriksson K-F, Subramanian A, Sihag S, Lehar J, Puigserver P, Carlsson E, Ridderstråle M, Laurila E, (2003) PGC-1α-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet 34: 267–273. 10.1038/ng118012808457

[bib40] Nagy Á, Lánczky A, Menyhárt O, Győrffy B (2018) Validation of miRNA prognostic power in hepatocellular carcinoma using expression data of independent datasets. Sci Rep 8: 9227. 10.1038/s41598-018-27521-y29907753PMC6003936

[bib41] Nakayama J, Raines TA, Lynch KR, Slack-Davis JK (2015) Decreased peritoneal ovarian cancer growth in mice lacking expression of lipid phosphate phosphohydrolase 1. PLoS One 10: e0120071. 10.1371/journal.pone.012007125769037PMC4359083

[bib42] Noviello TMR, Di Liddo A, Ventola GM, Spagnuolo A, D’Aniello S, Ceccarelli M, Cerulo L (2018) Detection of long non–coding RNA homology, a comparative study on alignment and alignment–free metrics. BMC Bioinformatics 19: 407. 10.1186/s12859-018-2441-630400819PMC6220562

[bib43] Olivero CE, Martinez-Terroba E, Zimmer J, Liao C, Tesfaye E, Hooshdaran N, Schofield JA, Bendor J, Fang D, Simon MD, (2020) p53 activates the long noncoding RNA Pvt1b to inhibit Myc and suppress tumorigenesis. Mol Cell 77: 761–774.e8. 10.1016/j.molcel.2019.12.01431973890PMC7184554

[bib44] Oncul S, Amero P, Rodriguez-Aguayo C, Calin GA, Sood AK, Lopez-Berestein G (2019) Long non-coding RNAs in ovarian cancer: Expression profile and functional spectrum. RNA Biol 17: 1523–1534. 10.1080/15476286.2019.170228331847695PMC7567512

[bib45] Ozata DM, Gainetdinov I, Zoch A, O’Carroll D, Zamore PD (2019) PIWI-interacting RNAs: Small RNAs with big functions. Nat Rev Genet 20: 89–108. 10.1038/s41576-018-0073-330446728

[bib46] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017) Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods 14: 417–419. 10.1038/nmeth.419728263959PMC5600148

[bib47] Phelan CM, Kuchenbaecker KB, Tyrer JP, Kar SP, Lawrenson K, Winham SJ, Dennis J, Pirie A, Riggan MJ, Chornokur G, (2017) Identification of 12 new susceptibility loci for different histotypes of epithelial ovarian cancer. Nat Genet 49: 680–691. 10.1038/ng.382628346442PMC5612337

[bib48] Piccolo S, Dupont S, Cordenonsi M (2014) The biology of YAP/TAZ: Hippo signaling and beyond. Physiol Rev 94: 1287–1312. 10.1152/physrev.00005.201425287865

[bib49] Rankin EB, Nam J-M, Giaccia AJ (2016) Hypoxia: Signaling the metastatic cascade. Trends Cancer 2: 295–304. 10.1016/j.trecan.2016.05.00628741527PMC5808868

[bib50] Reid BM, Permuth JB, Sellers TA (2017) Epidemiology of ovarian cancer: A review. Cancer Biol Med 14: 9–32. 10.20892/j.issn.2095-3941.2016.008428443200PMC5365187

[bib51] Rupaimoole R, Slack FJ (2017) MicroRNA therapeutics: Towards a new era for the management of cancer and other diseases. Nat Rev Drug Discov 16: 203–222. 10.1038/nrd.2016.24628209991

[bib52] Salamini-Montemurri M, Lamas-Maceiras M, Barreiro-Alonso A, Vizoso-Vázquez Á, Rodríguez-Belmonte E, Quindós-Varela M, Cerdán ME (2020) The challenges and opportunities of LncRNAs in ovarian cancer Research and clinical use. Cancers (Basel) 12: 1020. 10.3390/cancers12041020PMC722598832326249

[bib53] Siegel RL, Miller KD, Jemal A (2020) Cancer statistics, 2020. CA Cancer J Clin 70: 7–30. 10.3322/caac.2159031912902

[bib54] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, (2005) Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA 102: 15545–15550. 10.1073/pnas.050658010216199517PMC1239896

[bib55] Sud A, Kinnersley B, Houlston RS (2017) Genome-wide association studies of cancer: Current insights and future perspectives. Nat Rev Cancer 17: 692–704. 10.1038/nrc.2017.8229026206

[bib56] Sun L, Zhai R, Zhang L, Zhao S (2018) MicroRNA-149 suppresses the proliferation and increases the sensitivity of ovarian cancer cells to cisplatin by targeting X-linked inhibitor of apoptosis. Oncol Lett 15: 7328–7334. 10.3892/ol.2018.824029731888PMC5920966

[bib57] Swaminathan V, Mythreye K, O’Brien ET, Berchuck A, Blobe GC, Superfine R (2011) Mechanical stiffness grades metastatic potential in patient tumor cells and in cancer cell lines. Cancer Res 71: 5075–5080. 10.1158/0008-5472.can-11-024721642375PMC3220953

[bib58] The Cancer Genome Atlas Research Network, Bell D, Berchuck A, Birrer M, Chien J, Cramer DW, Dao F, Dhir R, DiSaia P, Gabra H, (2011) Integrated genomic analyses of ovarian carcinoma. Nature 474: 609–615. 10.1038/nature1016621720365PMC3163504

[bib59] Tseng Y-Y, Moriarity BS, Gong W, Akiyama R, Tiwari A, Kawakami H, Ronning P, Reuland B, Guenther K, Beadnell TC, (2014) PVT1 dependence in cancer with MYC copy-number increase. Nature 512: 82–86. 10.1038/nature1331125043044PMC4767149

[bib60] Varadaraj A, Patel P, Serrao A, Bandyopadhay T, Lee NY, Jazaeri AA, Huang Z, Murphy SK, Mythreye K (2015) Epigenetic regulation of GDF2 suppresses anoikis in ovarian and breast epithelia. Neoplasia 17: 826–838. 10.1016/j.neo.2015.11.00326678910PMC4681890

[bib61] Verduci L, Ferraiuolo M, Sacconi A, Ganci F, Vitale J, Colombo T, Paci P, Strano S, Macino G, Rajewsky N, (2017) The oncogenic role of circPVT1 in head and neck squamous cell carcinoma is mediated through the mutant p53/YAP/TEAD transcription-competent complex. Genome Biol 18: 237. 10.1186/s13059-017-1368-y29262850PMC5738800

[bib62] Vichai V, Kirtikara K (2006) Sulforhodamine B colorimetric assay for cytotoxicity screening. Nat Protoc 1: 1112–1116. 10.1038/nprot.2006.17917406391

[bib63] Wang C, Han C, Zhang Y, Liu F (2018) LncRNA PVT1 regulate expression of HIF1α via functioning as ceRNA for miR-199a-5p in non-small cell lung cancer under hypoxia. Mol Med Rep 17: 1105–1110. 10.3892/mmr.2017.796229115513

[bib64] Wang W, Zhou R, Wu Y, Liu Y, Su W, Xiong W, Zeng Z (2019) PVT1 promotes cancer progression via MicroRNAs. Front Oncol 9: 609. 10.3389/fonc.2019.0060931380270PMC6644598

[bib65] Xia Y, Chang T, Wang Y, Liu Y, Li W, Li M, Fan H-Y (2014) YAP promotes ovarian cancer cell tumorigenesis and is indicative of a poor prognosis for ovarian cancer patients. PLoS One 9: e91770. 10.1371/journal.pone.009177024622501PMC3951505

[bib66] Xu M-d, Wang Y, Weng W, Wei P, Qi P, Zhang Q, Tan C, Ni S-j, Dong L, Yang Y, (2017) A positive feedback loop of lncRNA-PVT1 and FOXM1 facilitates gastric cancer growth and invasion. Clin Cancer Res 23: 2071–2080. 10.1158/1078-0432.ccr-16-074227756785

[bib67] Xu W, Mezencev R, Kim B, Wang L, McDonald J, Sulchek T (2012) Cell stiffness is a biomarker of the metastatic potential of ovarian cancer cells. PLoS One 7: e46609. 10.1371/journal.pone.004660923056368PMC3464294

[bib68] Yaginuma Y, Westphal H (1992) Abnormal structure and expression of the p53 gene in human ovarian carcinoma cell lines. Cancer Res 52: 4196–4199. 1638534

[bib69] Yang Q, Yu Y, Sun Z, Pan Y (2018) Long non-coding RNA PVT1 promotes cell proliferation and invasion through regulating miR-133a in ovarian cancer. Biomed Pharmacother 106: 61–67. 10.1016/j.biopha.2018.06.11229957467

[bib70] Yi BR, Kim TH, Kim YS, Choi KC (2015) Alteration of epithelial-mesenchymal transition markers in human normal ovaries and neoplastic ovarian cancers. Int J Oncol 46: 272–280. 10.3892/ijo.2014.269525310727

[bib71] Yi K, Hou M, Yuan J, Yang L, Zeng X, Xi M, Chen J (2020) LncRNA PVT1 epigenetically stabilizes and post-transcriptionally regulates FOXM1 by acting as a microRNA sponge and thus promotes malignant behaviors of ovarian cancer cells. Am J Transl Res 12: 2860–2874. 32655815PMC7344089

[bib72] Yu F, Dong B, Dong P, He Y, Zheng J, Xu P (2020) Hypoxia induces the activation of hepatic stellate cells through the PVT1-miR-152-ATG14 signaling pathway. Mol Cell Biochem 465: 115–123. 10.1007/s11010-019-03672-y31893334

[bib73] Yu FX, Zhao B, Panupinthu N, Jewell JL, Lian I, Wang LH, Zhao J, Yuan H, Tumaneng K, Li H, (2012) Regulation of the Hippo-YAP pathway by G-protein-coupled receptor signaling. Cell 150: 780–791. 10.1016/j.cell.2012.06.03722863277PMC3433174

[bib74] Zampetaki A, Albrecht A, Steinhofel K (2018) Long non-coding RNA structure and function: Is there a link? Front Physiol 9: 1201. 10.3389/fphys.2018.0120130197605PMC6117379

[bib75] Zanconato F, Cordenonsi M, Piccolo S (2016) YAP/TAZ at the roots of cancer. Cancer Cell 29: 783–803. 10.1016/j.ccell.2016.05.00527300434PMC6186419

[bib76] Zeng C-M, Chang L-L, Ying M-D, Cao J, He Q-J, Zhu H, Yang B (2017) Aldo–keto reductase AKR1C1–AKR1C4: Functions, regulation, and intervention for anti-cancer therapy. Front Pharmacol 8: 119. 10.3389/fphar.2017.0011928352233PMC5349110

[bib77] Zhang S, Liu X, Bawa-Khalfe T, Lu LS, Lyu YL, Liu LF, Yeh ETH (2012) Identification of the molecular basis of doxorubicin-induced cardiotoxicity. Nat Med 18: 1639–1642. 10.1038/nm.291923104132

[bib78] Zhang X, George J, Deb S, Degoutin JL, Takano EA, Fox SB, Bowtell DDL, Harvey KF (2011) The Hippo pathway transcriptional co-activator, YAP, is an ovarian cancer oncogene. Oncogene 30: 2810–2822. 10.1038/onc.2011.821317925

[bib79] Zhao J, Du P, Cui P, Qin Y, Hu C, Wu J, Zhou Z, Zhang W, Qin L, Huang G, (2018) LncRNA PVT1 promotes angiogenesis via activating the STAT3/VEGFA axis in gastric cancer. Oncogene 37: 4094–4109. 10.1038/s41388-018-0250-z29706652

How the deposited data were processed for this re-analysis (not part of the article)

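RNA sequencing of SK-OV3 cells was analysed in 6 libraries, 3 from cells transfected with siControl and 3 from cells transfected with siPVT1, each taken 48 h after transfection at 50 nM. Groups and replicate numbers were taken from the sample labels and the methods, and all 6 columns of the table were matched to a sample. The authors aligned the reads with STAR to the GENCODE transcriptome of GRCh38, counted them with Salmon and deposited estimated counts per gene symbol as whole numbers, without normalization. The versions of STAR and Salmon and the strand setting are not named in the paper's text. The table held 59653 genes, of which 25268 had 0 counts in every library, and no row that names no gene. The total count per library ranged from 28383171 to 35059576, with a median of 31668597 in siControl and 29736725 in siPVT1.

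From these counts, used as given, edgeR 4.0.16 (R 4.3.3) was run with TMM normalization and its quasi-likelihood test, with an intercept and the siRNA as the only terms. Genes with at least 5 normalized counts in at least 3 libraries were kept, which left 19008. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F. DESeq2 1.42.0, a later version than that of the paper, was used as an alternative and for the principal components of variance-stabilized counts of the 500 most variable genes. Gene lists were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 12 lists. Exact permutation tests of 3 libraries against 3 were two-sided and cannot go below p = 0.1. A group was taken to be at the floor for a gene where each of its libraries had at most 3 counts, and folds against such a group are lower bounds.

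The gene lists were written by hand after reading Fig 6A and 6B and before the counts were seen. Their names are doxorubicin, NRF2 targets, hypoxia, sterol synthesis, heat shock, amino acid transport, YAP1 targets, MYC targets, interferon response, NF-kB targets, immediate early genes and cell cycle. The genes named in the text are those the paper names in its RNA-sequencing results and in Fig 6A and 6C, genes of its stress and YAP1 experiments, members of the lists, neighbours of PVT1 and, among genes past both thresholds, the 5 higher and the 5 lower with the smallest p-values. NFE2L2 was named for a test of a hypothesis. The result for 1 other gene is not reported here.

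Biotypes, coordinates, GC content and transcript lengths came from GENCODE v44 on GRCh38, in which 38134 symbols matched as written and 455 through an older symbol. The siRNA and primer sequences of the paper were matched to its transcripts. For the check of siRNA seeds, the median log2 fold change of genes whose 3′ UTR holds a match to guide positions 2 to 8 was compared with that of genes without one, within 10 groups of 3′ UTR length, and with 1000 random seed sets of the same base composition. Random lists, 10000 for each list, were matched on expression, GC content and transcript length.

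The tests were run on simulated data first. With 200 of 19008 genes changed, edgeR recovered 98% and called 3 unchanged genes, and DESeq2 recovered 98.5% and called 6. On these counts camera gave a p-value under 0.05 for 0 of 200 unshifted lists. Genes were simulated independently, and the changed ones were not of low count and changed by more than the fold threshold. These rates thus do not cover correlated genes, low counts or changes near the threshold. Of 200 random lists without a shift, 9 lay outside the central 95% of matched random lists, and all 200 did after a shift of 1. The seed test called 0 of 20 simulations without a shift and 20 of 20 with one. That shift was larger than the difference found in the data, so detection at the size found was not tested.

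The alternatives were DESeq2, its size factors in edgeR, scaling by the total count, no filter, edgeR's filterByExpr, the replicate number as a block, each library left out, tests against a 2-fold change, and the adjusted p-value alone. For gene lists, fry, an estimated correlation and the lists without the members in Fig 6A were also run. RT-qPCR, overexpression, sensitivity to doxorubicin and the experiments in mice were not analysed here.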

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

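The tests of GC content and of single libraries for gene lists, of other splits of the libraries, of the spread within siControl and of scaling were set before their results were seen. The tests on neighbours of PVT1, on the share of higher genes alone and on the siRNA pool were chosen after the results were seen. The immediate early genes were set apart from the other called lists after their result was seen.

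Several gene lists that the paper's text on RNA sequencing does not name differed between siPVT1 and siControl. It mentions stress responses and metabolism in general, under which NRF2 targets and sterol synthesis can be placed. Hypoxia genes had a median log2 fold change of 2.24 (28 genes, 27 higher past both thresholds, camera adjusted p = 1.08e-39), genes of the interferon response 2.25 (23 genes, 21 higher, adjusted p = 1.48e-16), sterol synthesis 1.77 (25 genes, 21 higher, adjusted p = 3.57e-37) and NF-kB targets 1.22 (21 genes, 12 higher, adjusted p = 3.38e-18). NRF2 targets had a median of −1.58 (23 genes, 15 lower, adjusted p = 3.06e-24) and MYC targets −1.21 (24 genes, 15 lower, adjusted p = 1.65e-12). The direction was the same in 3 of 3 siPVT1 libraries for each of these 6 lists. CA9, a hypoxia gene, was at the floor in siControl and at least 10.6-fold higher in siPVT1, and the hypoxia median was 2.24 also with CA9 at this bound. Fig 6A shows 11 members of the hypoxia list, 6 of the NF-kB list, 4 each of the sterol and NRF2 lists, 2 of the MYC list and 0 of the interferon list, and without them the medians were 1.86, 0.86, 1.61, −1.22, −1.12 and 2.25. The lists were written after reading Fig 6A and 6B, so without these members the calls are still not independent of these libraries. The 6 calls held with fry. With an estimated correlation between genes only those of sterol synthesis and NF-kB did, at adjusted p-values of 0.0408 and 0.0306.

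Among 10 called lists, 9 had a median outside the central 95% of random lists matched on expression, GC content and transcript length, the exception being the immediate early genes. These 9 lists, the doxorubicin list among them, kept their call in 6 of 6 fits without 1 library. Scaling by the total count left the direction of all 6 lists in place. Effects of the siRNA pool other than lowering PVT1 stay open, since the design holds 1 siRNA pool against PVT1 and its effects cannot be told apart from those of lowering PVT1. A difference in culture between the groups, such as in oxygen, was not tested, and a response to lower PVT1 remains an untested biological explanation.

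The number of differentially expressed genes, 4081, was reached by 1 of the 10 splits of the 6 libraries, the real one, and the other 9 splits gave 0 genes each. With 10 splits the share cannot fall below 0.1. A small spread among the siControl libraries does not account for the number, as the dispersion of the siPVT1 libraries alone gave 4151 genes in a likelihood ratio test against 4228 with the dispersion of all 6. The biological coefficient of variation was 5.70% in siControl and 14.1% in siPVT1. Scaling by the total count gave 4190 genes, 3668 of them among the 4081. The prediction set for scaling was a change of the number by more than 1.5 times or a turn of the split, and it was met through the split, since 43.8% of the genes were higher with that scaling against 55.1% with TMM. The number alone changed little. Giving the number and the split apart was decided after both were seen, and scaling stays open as an explanation of which direction holds more genes.

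MYC fell by 1.01 on the log2 scale (−1.01, standard error 0.055, adjusted p = 3.7e-06 from edgeR's quasi-likelihood test), with 7547 ± 192.5 (SD, n = 3) normalized counts in siControl and 3740.0 ± 97.2 (SD, n = 3) in siPVT1, lower in 3 of 3 libraries. The paper does not report MYC in its RNA-sequencing results. The change is at the fold threshold, and neither test against a 2-fold change called it. A fall of all genes around PVT1 would lower its neighbours too. Of 4 other tested genes within 500 kb of PVT1, 2 were higher with an adjusted p under 0.05, CASC8 at 1.12 (adjusted p = 0.0017) and CCDC26 at 1.24 (adjusted p = 0.00976), and 0 were lower. The other 2, PCAT1 and CASC11, had log2 fold changes of −0.94 and −0.53 with adjusted p-values of 0.339 and 0.292. The 3′ UTR of MYC, of 1993 bases, held 0 matches to the seeds of the 3 siRNAs checked. A direct effect of PVT1 on MYC and other effects of the siRNA pool on MYC were not tested.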

How the results depend on the processing

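All alternatives below were set before the data were examined. Across them, AKR1C1, AKR1C2, AKR1B10 and PVT1 were lower in siPVT1 with an adjusted p-value under 0.05, except that PVT1 was not called by a test against a 2-fold change with edgeR (−0.72, adjusted p = 1) or DESeq2 (−0.74, adjusted p = 1). AKR1C1 ranged from −4.47 to −4.27 and AKR1B10 from −4.31, without siPVT1 replicate 2, to −2.48. The highest adjusted p of AKR1B10 was 0.0387. Between 49 and 50 of the Fig 6A genes passed both thresholds under each alternative.

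The test against a 2-fold change with edgeR gave 1976 differentially expressed genes, 1184 higher and 792 lower, with 1574 protein coding, 195 non-coding and 207 without a biotype. With DESeq2 it gave 1268, 819 higher and 449 lower, with 1072 protein coding, 96 non-coding and 100 without a biotype. The adjusted p-value alone gave 11007, 5612 higher and 5395 lower, with 9147 protein coding and 899 non-coding. These changes follow from the stricter or looser threshold. The other alternatives gave from 3507 to 4533 genes, and each fit without 1 library from 3507 to 4239. The ordinary DESeq2 test gave 3773, of which 3727 were among the 4081. Scaling by the total count turned the split of higher and lower genes, 1835 against 2355.

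With the replicate number as a block, 3924 genes passed both thresholds. Over all genes, deviations of same-numbered libraries from their group means had correlations of −0.041, 0.038 and 0.004, which shows no broad shared effect. A shared effect on some genes is not excluded. On the second principal component replicate 2 scored lowest in both groups, at −8.6 in siControl and −4.39 in siPVT1. Under the block 1 call changed among the results followed, that of YAP1 (−0.17, adjusted p = 0.0665).

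With an estimated correlation in camera, 8 lists were no longer called. Their medians are unchanged by construction, at −0.47 for doxorubicin, −1.58 for NRF2 targets, 2.24 for hypoxia, −1.02 for heat shock, −0.58 for amino acid transport, −1.21 for MYC targets, 2.25 for the interferon response and −0.11 for immediate early genes, with adjusted p-values from 0.0539 to 0.324. The estimated correlation widens the variance of a list. Without its members in Fig 6A the median of the immediate early genes turned to 0.070 (adjusted p = 0.941), and across the fits without 1 library it ranged from −0.16 to −0.0045, losing its call without siPVT1 replicate 3. With the total count as the scale, the YAP1 targets turned from 0.081 to −0.067 and CCN1 from 0.12 to −0.026, and neither was called under either scaling. That follows from the shift of all genes. The cell cycle list, not called in any fit, had a median of 0.34 and of 0.18 without siPVT1 replicate 3. The doxorubicin median without the filter was −0.79, since AKR1C4 then entered the list.

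The share of the first principal component was 72.8% with log2 CPM and 84.7% with all tested genes, and from 88.4% to 92.2% in the fits without 1 library. The cause was not tested. The seed difference ranged from −0.092 to −0.019, and for the seeds of the passenger strands, at −0.019, 25% of random seed sets were as low. Beside the 4 single genes named at the top, 20 were followed. Of these, ZEB1, YAP1, MYC, CCN2, AKR1C3 and AKR1B15 had 21 values that lost an adjusted p under 0.05 under an alternative, and 0 values gained one. Changes in size were not counted in this, such as that of YAP1 from −0.17 to −0.32 with total-count scaling.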

Differences from the paper's values

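The paper gives 450 protein coding genes as differentially expressed, and 2918 were found here. It gives 50 non-coding genes, and 511 were found here. None of the alternatives set before the data were examined closed either gap. The nearest was the DESeq2 test against a 2-fold change, with 1072 protein coding and 96 non-coding genes.

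In the supplement, the paper's RT-qPCR ratio of PVT1 in siPVT1 to siControl is 0.274 (SEM 0.0298) with exon 1–2 primers, 0.334 (SEM 0.0437) with exon 2–3 primers and 0.208 (SEM 0.0139) with exon 6–7 primers. The ratio in the RNA-seq counts was 0.606, and none of the alternatives closed the gap to the RT-qPCR ratios. The assays differ, since the counts cover all exons of the gene. Read from Fig S3A, the paper's own RNA-seq ratio is about 0.65, close to the 0.606 found here.

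The paper's RT-qPCR ratio of AKR1B10 is 0.0525, and the ratio in the RNA-seq counts was 0.131. Of the alternatives, only that without siPVT1 replicate 2 fell within 1.5 times of the paper's value, with a ratio of 0.0504.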

Other observations

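The test of siRNA seeds and the test of NFE2L2 were set before their results were seen, and the tests on paralogs, on the share of lower genes with a seed match and on the immediate early genes by themselves were chosen after.

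Genes whose 3′ UTR holds a match to the seed of at least 1 of 3 siRNAs against PVT1 had a median log2 fold change lower by 0.065 than genes without a match and with 3′ UTRs of similar length (difference −0.065, 3013 of 13745 genes with a match). Only 2.2% of 1000 random seed sets of the same composition gave a difference as low, and the median of the random sets was −0.015. The 8-base match gave −0.092, with 1.8% of random sets as low, and the seeds of the passenger strands −0.019, with 25% as low. This is consistent with a small effect of the seeds on many transcripts. It leaves most of the fall unexplained, since 19.7% of the genes past both thresholds and lower in siPVT1 held a match, against 20.0% in other genes of the same 3′ UTR length. Among the lower genes of Fig 6A, EIF5A, SRM, FOSB, EGR1 and AKR1C1 held 0 seed matches and RPL41, at −3.56 (standard error 0.106), held matches to 2 of the 3 seeds in a 3′ UTR of 443 bases. AKR1B10 held a match to 1. The choice of these genes was made after their values were seen.

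AKR1C1 and AKR1C2 share sequence, and counts moving from one paralog to another would leave their sum in place. The sum of AKR1C1 to AKR1C4 fell by 3.05 on the log2 scale and that of AKR1B10 and AKR1B15 had a log2 ratio of −2.999, both beyond the spread of the replicates, so reads moving between members do not account for the fall of either group of genes as a whole. The sums do not show which member fell. The fall of AKR1C2 was 14.7% of that of AKR1C1, so such a share of AKR1C1 reads assigned to AKR1C2 would give it, and from these counts a fall of AKR1C2 by itself cannot be told apart from shared reads. AKR1B15 was at the floor in siPVT1 and at least 3.35-fold lower than in siControl.

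NRF2 targets had a median log2 fold change of −1.58, in the direction of the aldo-keto reductases. The NRF2 list and the doxorubicin list share no gene, but both were written by hand. The lack of overlap thus does not show that the aldo-keto reductases are apart from the NRF2 targets. Whether the doxorubicin genes fell as part of the same response was not tested, so the falls cannot be counted as separate results. A hypothesis for the fall of the NRF2 targets is that lower NFE2L2 mRNA, which encodes NRF2, may contribute. NFE2L2 was lower, by a small amount, at −0.225 (standard error 0.055, adjusted p = 0.00785 from edgeR's quasi-likelihood test). This leaves the hypothesis open, and the fall in NFE2L2 is far smaller than that of its targets. NRF2 protein was not measured here.

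The immediate early genes, called as a list by camera, had a median of −0.11 that lay at percentile 7.59 of matched random lists, within their central 95%, and fell to −0.0045 without siPVT1 replicate 3. Members went both ways, from −4.58 to 1.59. Their expression level, GC content and length, and 1 library, could thus account for the call on the list, while FOSB and EGR1 were strongly lower in each siPVT1 library.

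The siPVT1 libraries differed among themselves in a graded way for several lists. From replicate 1 to 2 to 3, the median of the hypoxia list went from 2.48 to 2.19 to 1.87, that of MYC targets from −1.58 to −1.38 to −0.88 and that of NRF2 targets from −1.77 to −1.65 to −1.34. The interferon list went the other way, from 2.13 to 2.18 to 2.54, and so did sterol synthesis, from 1.63 to 1.70 to 1.87, and the cell cycle list, from 0.11 to 0.26 to 0.60. The doxorubicin list showed no such order, at −0.464, −0.493 and −0.445, and neither did the YAP1 targets, at 0.088, 0.088 and 0.034. Normalized counts of PVT1 went from 2349.7 to 2111 to 2062. PVT1 was thus lowest in replicate 3, where the shifts of the hypoxia, MYC and NRF2 lists were smallest. No biological explanation was tested.

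Genes of the paper's stress and YAP1 experiments were read in these libraries, which were not made for those claims. YAP1 had a log2 fold change of −0.17, CCN1 of 0.12, CCN2 of 0.64, ZEB1 of 0.26 and SNAI1 of −2.13. The adjusted p-values from edgeR's quasi-likelihood test were 0.0243, 0.0806, 0.000437, 0.0271 and 9.13e-06. The calls of ZEB1 and YAP1 depend on the libraries and the processing. ZEB1 kept an adjusted p under 0.05 in 1 of the 6 fits without 1 library, moved to 0.16 without siPVT1 replicate 1 and was at 0.11 with total-count scaling (adjusted p = 0.294). YAP1 lost its call without siControl replicate 1 (adjusted p = 0.0811) or 3 (adjusted p = 0.0837) and with no filter (adjusted p = 0.079). With total-count scaling YAP1 kept its call and was lower, at −0.32 (adjusted p = 0.00066). The YAP1 target list had a median of 0.081 (camera adjusted p = 0.595) and the cell cycle list 0.34 (adjusted p = 0.508). Neither was called, but the cell cycle median lay at percentile 98.37 of matched random lists, outside their central 95%, and the median of the YAP1 targets at percentile 45.6, within it.

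As printed in the methods, the AKR1C1 primers match transcripts of both AKR1C1 and AKR1C2. The forward primer printed for AKR1C2 matches 0 transcripts of any gene as printed. The reverse primer printed for AKR1B10 is the sequence printed for AKR1C2, and it matches transcripts of AKR1C1 and AKR1C2 and 0 transcripts of AKR1B10.

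The count of the gene listed for a small ribosomal RNA was 793 in siControl replicate 2 and from 28 to 171 in the other 5 libraries. These counts are too few to move the library totals.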
